# A chloroplast retrograde signal, 3’-phosphoadenosine 5’-phosphate, acts as a secondary messenger in abscisic acid signaling in stomatal closure and germination

**DOI:** 10.7554/eLife.23361

**Published:** 2017-03-21

**Authors:** Wannarat Pornsiriwong, Gonzalo M Estavillo, Kai Xun Chan, Estee E Tee, Diep Ganguly, Peter A Crisp, Su Yin Phua, Chenchen Zhao, Jiaen Qiu, Jiyoung Park, Miing Tiem Yong, Nazia Nisar, Arun Kumar Yadav, Benjamin Schwessinger, John Rathjen, Christopher I Cazzonelli, Philippa B Wilson, Matthew Gilliham, Zhong-Hua Chen, Barry J Pogson

**Keywords:** retrograde signaling, chloroplast, ABA signaling, stomatal closure, seed germination, 3'-phosphoadenosine 5'-phosphate, *A. thaliana*, *Xenopus*

## Abstract

Organelle-nuclear retrograde signaling regulates gene expression, but its roles in specialized cells and integration with hormonal signaling remain enigmatic. Here we show that the SAL1-PAP (3′-phosphoadenosine 5′- phosphate) retrograde pathway interacts with abscisic acid (ABA) signaling to regulate stomatal closure and seed germination in *Arabidopsis*. Genetically or exogenously manipulating PAP bypasses the canonical signaling components ABA Insensitive 1 (ABI1) and Open Stomata 1 (OST1); priming an alternative pathway that restores ABA-responsive gene expression, ROS bursts, ion channel function, stomatal closure and drought tolerance in *ost1*-2. PAP also inhibits wild type and *abi1*-1 seed germination by enhancing ABA sensitivity. PAP-XRN signaling interacts with ABA, ROS and Ca^2+^; up-regulating multiple ABA signaling components, including lowly-expressed Calcium Dependent Protein Kinases (CDPKs) capable of activating the anion channel SLAC1. Thus, PAP exhibits many secondary messenger attributes and exemplifies how retrograde signals can have broader roles in hormone signaling, allowing chloroplasts to fine-tune physiological responses.

**DOI:** http://dx.doi.org/10.7554/eLife.23361.001

## Introduction

Organelles such as chloroplasts and mitochondria can regulate nuclear gene transcription *via* several signaling pathways in a process called retrograde signaling (Chi et al., 2013; Chan et al., 2016a). While this has been conventionally viewed as a bilateral communication to optimize organelle function and/or repair, there is emerging evidence that retrograde signaling contributes to multiple cellular processes and complex whole-plant traits including programmed cell death, drought tolerance, biotic stress tolerance, light-regulated seedling development and flowering (Chi et al., 2013; Chan et al., 2016a; Feng et al., 2016; Kleine and Leister, 2016). Interestingly, specific role(s) have never been examined for any chloroplast retrograde signal identified to date in relation to drought tolerance and abscisic acid (ABA) -mediated signaling in specialized cells such as guard cells surrounding stomata. The hormone ABA mediates signaling pathways that regulate stomatal closure and seed germination. The timing of seed germination needs to be coordinated with favorable environmental conditions to ensure seedling viability, while stomata are the gateways for gas exchange and water loss in leaves and thus closure mediated by guard cells is one of the most important and immediate avoidance responses to drought stress in plants (Murata et al., 2015).

Intriguingly, although regulation of stomatal closure by ABA directly impacts on photosynthesis and chloroplast function (Yamburenko et al., 2015), how and to what extent signals emanating from oxidatively-stressed chloroplasts may be integrated with ABA signaling in guard cells have remained largely enigmatic. The metabolite 3’-phosphoadenosine 5’-phosphate (PAP) acts as a retrograde signal during oxidative stress. PAP accumulates during high light exposure and drought *via* redox inactivation of its catabolic phosphatase SAL1, and moves from chloroplasts to the nucleus *via* a transporter (Estavillo et al., 2011; Gigolashvili et al., 2012; Chan et al., 2016b). PAP is perceived by and inhibits exoribonuclease (XRN)-mediated RNA metabolism as evidenced in *xrn* double and triple mutants phenocopying *sal1* mutants; resulting in drought tolerance and activation of 25% of the high light stress transcriptome. Mutant alleles lacking SAL1 catabolic activity, such as *altered ascorbate peroxidase2 expression 8* (*alx8*, hereafter termed *sal1*-8) and *fiery1*-6 (*fry1*-6, hereafter termed *sal1*-6), constitutively accumulate PAP and are consequently drought tolerant (Rossel et al., 2006; Wilson et al., 2009; Estavillo et al., 2011).

PAP was initially proposed to act largely via ABA-independent pathways as the drought tolerance in *sal1* correlated with accumulation of osmoprotectants, and there were conflicting reports on the impacts of *sal1* mutations on stomatal conductance: an earlier study suggested that SAL1 was not involved in stomatal regulation, whereas we found markedly decreased stomatal conductance in *sal1* with elevated PAP (Xiong et al., 2001; Rossel et al., 2006; Wilson et al., 2009; Estavillo et al., 2011). Additionally, a subset of ABA-responsive genes are misregulated in *sal1* mutants (Wilson et al., 2009), raising the question as to whether PAP can participate in ABA-mediated processes such as stomatal closure and seed germination.

Binding of ABA to its receptors (RCAR/PYR1/PYL) (Ma et al., 2009; Park et al., 2009) leads to inactivation of the group A Protein Phosphatase 2C (PP2C) proteins such as ABI1 and activation of SNF1-Related Kinases 2.2, 2.3 and 2.6/OST1 (SnRK2.2, SnRK 2.3, SnRK2.6/OST1) (Koornneef et al., 1984; Leung et al., 1994; Meyer et al., 1994; Mustilli et al., 2002). The central role of PP2Cs and SnRKs in ABA signaling are demonstrated by the reduced sensitivity to ABA-mediated germination inhibition and stomatal closure in *abi1*-1 which is insensitive to ABA-PYR/PYL-mediated inhibition, and stomatal closure in *ost1*-2 (Koornneef et al., 1984; Leung et al., 1994; Meyer et al., 1994; Mustilli et al., 2002; Umezawa et al., 2009). Indeed, both seeds and guard cells of the triple mutant of ABA-activated SnRKs are almost completely ABA-insensitive (Fujii and Zhu, 2009; Nakashima et al., 2009). In guard cells active OST1 phosphorylates Slow Anion Channel-Associated 1 (SLAC1) allowing anion release, as well as facilitating potassium efflux by stimulating potassium efflux channels and inhibiting the inward potassium channels (KAT1 and KAT2), respectively (Geiger et al., 2009; Sato et al., 2009; Brandt et al., 2012). These anion and cation fluxes are necessary to close stomata (Schroeder and Hagiwara, 1989; Vahisalu et al., 2008; Geiger et al., 2009). OST1 activation also triggers gene expression changes, production of reactive oxygen species (ROS) including hydrogen peroxide (H_2_O_2_) *via* NADPH oxidases, and interacts with intracellular Ca^2+^ signaling which involves cytosolic fluctuations in Ca^2+^ levels termed Ca^2+^ transients (Murata et al., 2015).

The ABA-induced intracellular Ca^2+^ transients activate Calcium Dependent Protein Kinases (CDPKs) (Mori et al., 2006). There are at least 34 CDPKs in *Arabidopsis thaliana*, of which at least eight function in ABA signaling and ROS homeostasis in guard cells (Boudsocq and Sheen, 2013; Zou et al., 2015; Simeunovic et al., 2016). The subgroup II CDPKs are particularly important in guard cell signaling because three members (CDPK3, 21 and 23) can regulate SLAC1 and KAT channel activities (Cheng et al., 2002; Geiger et al., 2010; Brandt et al., 2012, 2015). With respect to SLAC1; CDPK3, 21 and 23 preferentially phosphorylate a residue different from that targeted by OST1 (Geiger et al., 2010; Brandt et al., 2012, 2015). Thus, SLAC1 channel activity is controlled by the joint action of OST1 and three CDPKs in counterbalance with competitive dephosphorylation by PP2Cs (Brandt et al., 2015).

The understanding of guard cell regulation is far from complete, in part due to the complex interaction between ABA and secondary messengers such as Ca^2+^ and ROS. Notably, Ca^2+^-activation of CDPKs and ROS production by NADPH oxidases are interdependent processes with multiple layers of feedback regulation. Furthermore, the extent to which SnRK2-independent ABA/Ca^2+^signaling contributes to stomatal closure in whole plants under drought stress has not been thoroughly investigated, as various reports to date have largely utilized epidermal peels of unstressed plants or heterologous systems (Geiger et al., 2010; Brandt et al., 2012, 2015). In this regard, how ABA, Ca^2+^ and ROS in guard cells may interact with chloroplast signaling during drought stress also remains to be elucidated.

Herein we present the unexpected finding that a chloroplast-mediated retrograde signaling pathway can bypass the canonical ABA pathway described above, which closes stomata and restores responsiveness in *abi1*-1 and *ost1*-2 mutants to ABA thereby conferring drought tolerance to these hitherto drought-sensitive mutants. The novel roles of the nucleotide phosphatase SAL1 and its associated phosphoadenosine signal, PAP, in guard cell regulation are investigated in the context of known and uncharacterized ABA signaling components and secondary messengers. Finally, the extent to which the interaction between ABA and PAP signaling occurs in other tissues and processes, such as seed germination, was also investigated.

## Results

### PAP restores guard cell responsiveness in ABA-insensitive plants

We investigated whether SAL1-PAP can interact with ABA signaling by crossing the *sal1* mutant, *sal1*-8, with the ABA insensitive mutants *abi1-*1 and *ost1-*2 (Koornneef et al., 1984; Leung et al., 1994; Mustilli et al., 2002). Elevated levels of PAP, a lack of SAL1 protein and many of the visible phenotypes of *sal1*-8 were still present in the double mutants (Figure 1A, Figure 1—figure supplement 1A). When challenged by drought stress, the single mutants, *abi1-*1 and *ost1*-2, displayed the expected widespread wilting and death before wild type. Conversely and unexpectedly, the ABA signaling double mutants containing the *sal1*-8 lesion were green, turgid and photosynthetically viable after ten days of drought (Figure 1A).

**Figure 1.**
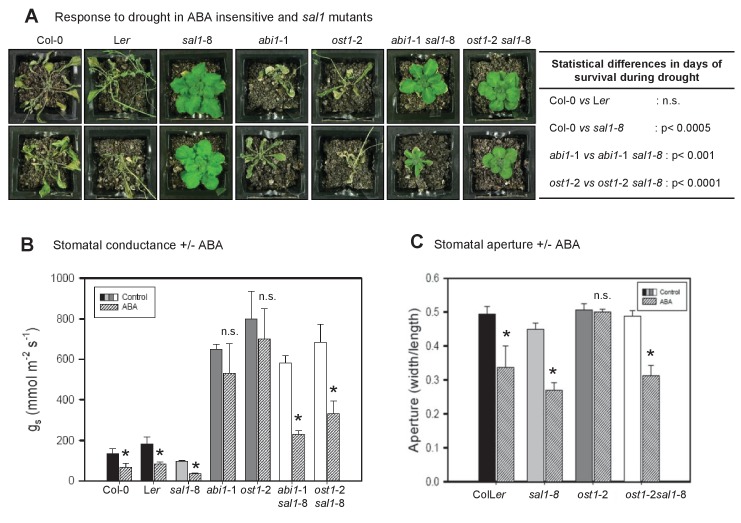
PAP restores drought tolerance and ABA-responsive stomatal closure in ABA signaling mutants. (**A**) Representative photos of two plants per genotype subjected to 10 days of drought. Statistically significant differences in survival during drought between genotypes are indicated (n = 4 per genotype per experiment, three independent experiments). (**B**) Effect of 20 µM ABA on stomatal conductance (*g*_s_) after 2 hr feeding through the roots of hydroponically-grown plants. The data is the average of two independent experiments (n = 3 plants per genotype per experiment) ± SEM. (**C**) The effect of 50 µM ABA treatment for 2 hr on stomatal aperture of leaf peels from five to six-week old plants. **DOI:** http://dx.doi.org/10.7554/eLife.23361.002

**Figure 1—figure supplement 1.**
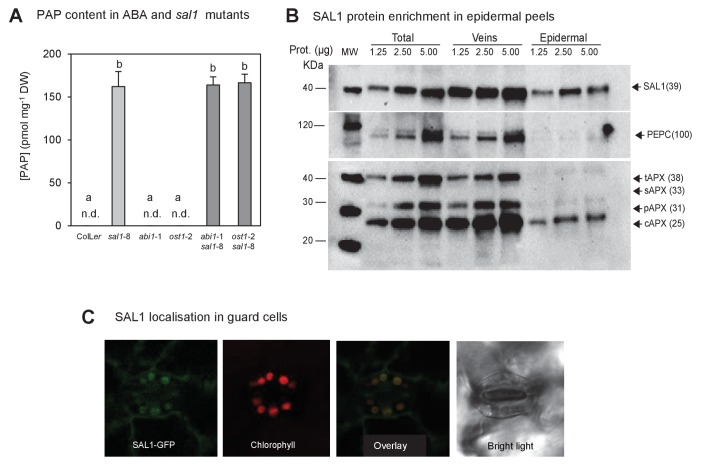
PAP content in single and double mutants; and SAL1 localization in epidermal peels and guard cell chloroplasts. (**A**) Quantification of PAP in well-watered (WW) plants shows PAP levels in double mutants (dark bars) were not significantly different to *sal1*-8 (light bar). Data are means ± SEM, n = 5. Significant differences (p<0.05) are indicated by a, b. n.d. = not detected. (**B**) Western blots of total leaf, veins and epidermal peels isolated from 51 day-old Col-0 plants showed SAL1 could be detected in epidermal peels, whereas mesophyll and bundle sheath localized proteins, PEPC and APX were barely detectable. (**C**) Leaves of adult plants expressing pSAL1:SAL1:GFP examined using a Leica confocal microscope showed GFP fluorescence in the chloroplasts of guard cells. **DOI:** http://dx.doi.org/10.7554/eLife.23361.003

**Figure 1—figure supplement 2.**
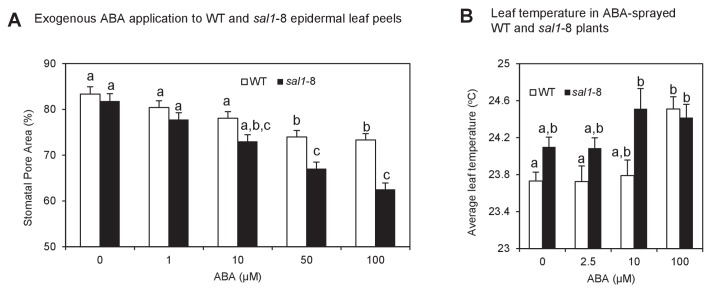
Enhanced ABA sensitivity in guard cells of *sal1*-8. (**A**) Stomatal aperture, calculated using measurements of pore width and length, in leaf peels of wild type and *sal1*-8 plants treated with 0, 1, 10, 50 and 100 µM for 1 hr. Values are means, expressed as a percentage compared to time 0, of 12–16 stomata ± SEM. Significant differences between genotypes and treatments are shown by a,b,c (2-way ANOVA and Tukey’s HSD, p<0.05). (**B**) Thermography of 35-day old wild type and *sal1*-8 intact plants sprayed with 0, 2.5, 10 or 100 µM ABA. Mean and SEM of leaf temperature from four individual plants per genotype are shown. Plants were returned to growth chamber and temperature measured after 2 hr. Significant differences between genotypes are treatments are shown by a,b (2-way ANOVA and Tukey’s HSD, p<0.05). **DOI:** http://dx.doi.org/10.7554/eLife.23361.004

**Figure 1—figure supplement 3.**
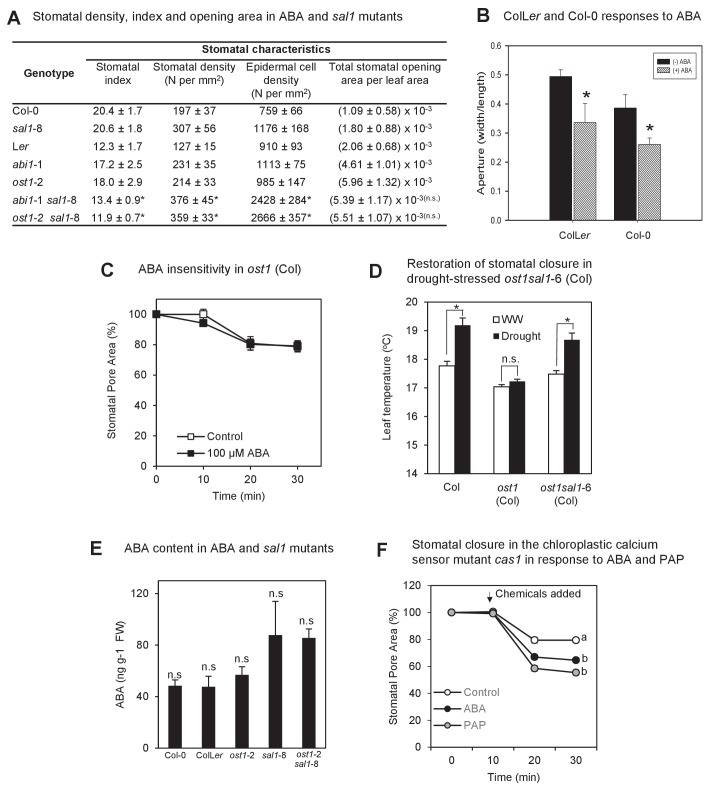
The biochemistry, physiology and stomatal features of single and double mutants, and testing of PAP action *via* pathogen signaling. (**A**) Stomata density, epidermal cell density, stomatal index and total stomatal opening area per leaf area from CryoSEM images of abaxial surface of leaves of six week-old plants. Stomatal index is calculated according to the equation: Stomatal index = [(stomatal density) / (stomatal density + epidermal cell density)]*100. Calculations were performed from five different fields of view per leaf per genotype, n > 30. The experiments were performed twice with similar results. Significant differences at p<0.05 (*) or no significant difference (n.s.) are shown for *abi1-*1 *sal1*-8 to *abi1-*1 and *ost1-*2 *sal1*-8 to *ost1-*2, respectively. (**B**) Effect of ABA on the stomatal aperture of Col-0 vs ColL*er* hybrid of leaf peels from five- to six-week old plants after 2 hr of 50 µM ABA. (**C**) Effect of ABA on the stomatal aperture of *ost1* (Col-0) treated with either mock control buffer or 100 µM ABA for 30 min. Results are mean ± SE of 15 stomata per treatment. (**D**) Stomatal closure, as assayed by leaf temperature using infrared thermography, in well-watered and drought-stressed WT, *ost1* and *ost1sal1*-6 (all in Col-0 background). Values are mean ± SE of five individual plants per genotype. Significant differences are shown for p<0.05 (*). (**E**) Effect of the *sal1*-8 mutation on total leaf ABA content. The ABA content in *sal1*-8 and *ost1*-2 *sal1*-8 were marginally higher but not statistically different to ColL*er* or *ost1*-2 (ANOVA, p=0.09). Results are means and standard error of 3 × 100 mg pooled two-week old seedlings. (**F**) Stomatal closure in leaf peels of the chloroplastic calcium sensor mutant, *cas1*, after treatment with 100 µM ABA, 100 µM PAP or control measuring buffer (Means ± SEM of >40 stomata per genotype). Significant differences at t = 30 min (a, b; p<0.05) are shown. **DOI:** http://dx.doi.org/10.7554/eLife.23361.005

We then studied whether the drought tolerance in *abi1*-1 *sal1*-8 and *ost1*-2 *sal1*-8 was due to restoration of guard cell ABA responsiveness. The SAL1 protein is present in epidermal peels and localized to chloroplasts of guard cells (Figure 1—figure supplement 1B,C). Significantly, while the stomatal conductance (*g_s_*) in *ost1*-2 *sal1*-8 and *abi1*-1 *sal1*-8 remained high under control conditions, the double mutant guard cells exhibited restored ABA sensitivity, with their *g*_s_ and stomatal aperture decreasing in response to ABA (Figure 1B,C). Consistent with this finding, higher PAP content in well-watered *sal1*-8 plants conferred constitutively decreased *g*_s_ and elevated leaf temperature which are indicative of enhanced stomatal closure [Figure 1B, Figure 1—figure supplement 2B and Rossel et al. (2006)]. Both epidermal peels and leaves of intact *sal1*-8 plants also exhibited enhanced sensitivity to ABA and closed stomata to a greater extent than wild type (Figure 1—figure supplement 2).

### Complementation in ABA insensitive mutants by PAP is not due to changes in stomatal index, genetic background or ABA content

We investigated whether the complementation in *abi1*-1 *sal1*-8 and *ost1*-2 *sal1*-8 is driven by restoration of ABA signaling by PAP as opposed to contribution from other non-specific or pleiotropic effects. We previously showed that drought tolerance in *sal1*-8 is not due to slower water loss from soil (Wilson et al., 2009) and the tolerance is conferred by PAP in shoots, not roots (Hirsch et al., 2011). Therefore we tested whether PAP in leaves of the double mutants decreased constitutive *g*_s_ or stomatal density, which can enhance drought tolerance (Doheny-Adams et al., 2012; Hepworth et al., 2015). The *g*_s_ in well-watered double mutants were still as high as those in the parental *abi1*-1 and *ost1*-2 (Figure 1B). CryoSEM measurements of stomatal morphology and density revealed that the significantly higher total stomatal opening area per leaf area in the ABA signaling single mutants (*abi1*-1, *ost1*-2) remained high in the drought tolerant double mutants and were not decreased to wild type levels by *sal1*-8, which itself has wild type-like stomatal opening area per leaf area (Figure 1—figure supplement 3A). Next, since *ost1-*2 and *abi1-*1 are in L*er* and *sal1*-8 in Col-0, we analyzed Col-0, L*er*, ColL*er* F1 hybrids and segregating F2 and F3 plants of the crosses; no ecotype effects that could account for the drought tolerance independent of the *sal1*-8 mutation were observed (Figure 1—figure supplement 3A,B). We also generated double mutants containing both lesions in the Col-0 background using T-DNA mutants of *ost1* (*salk_008068*) and *sal1*-6. The *ost1* (Col-0 background) mutant was similar to *ost1*-2 (L*er* background), being ABA-insensitive and failing to close stomata after four days of drought stress (Figure 1—figure supplement 3C,D). Significantly, the *ost1 sal1*-6 (Col-0 background) mutant had restored stomatal closure under drought stress (Figure 1—figure supplement 3D), ruling out ecotype effects as the major driver for the drought tolerance in *ost1*-2 *sal1*-8.

We then tested whether the complementation could be explained by differences in ABA content. We previously reported that ABA levels are increased in *sal1*-8 (Rossel et al., 2006) and herein observed that ABA content was indeed slightly higher in *sal1*-8 and *ost1*-2 *sal1*-8, but this elevation was not significantly different (ANOVA, p=0.09) (Figure 1—figure supplement 3E). However, the marginally higher ABA content did not decrease *g*_s_ values in the well-watered double mutants, which were still as high as those in the parental *abi1*-1 and *ost1*-2 (Figure 1B). Furthermore, when ABA-deficient *aba2*-3 [a leaky allele (Léon-Kloosterziel et al., 1996; Laby et al., 2000; Barrero et al., 2005)] was crossed to *sal1*-8, the double mutant showed no significant change in relative water content after eight days of water stress (WW 0.81 ± 0.11 vs WS 0.84 ± 0.06), as opposed to a significant decline for *aba2*-3 (WW 0.78 ± 0.02 vs WS 0.61 ± 0.08, p<0.05). Correspondingly, *aba2*-3 *sal1*-8 survived significantly longer than *aba2*-3 (16 days vs 11 days, p<0.005) as assayed by chlorophyll fluorescence (Woo et al., 2008). Therefore the restoration of ABA responsiveness and drought tolerance in *abi1*-1 *sal1*-8 and *ost1*-2 *sal1*-8 by PAP did not appear to primarily proceed *via* enhanced ABA synthesis, nor is it likely to, given the extensively reported insensitivity of *abi1-*1 and *ost1-*2 to ABA.

### Biochemical manipulation of PAP signaling induces stomatal closure, and PAP-mediated stomatal closure can be enhanced by ABA, but does not act via flg-22 mediated pathogen signaling

We hypothesized that if PAP is a genuine signal regulating stomatal closure and it interacts with ABA signaling, then application of exogenous PAP to leaves should elicit similar responses as other known guard cell regulators such as ABA, ROS and Ca^2+^. Therefore we established and validated protocols for direct PAP application to leaves either *via* petioles or application to epidermal leaf peels; and evaluated effectiveness, uptake, transport and degradation of the fed PAP. In our system both barley and *Arabidopsis* leaf peels responded to the positive control, ABA, to a degree expected for each species compared to the mock measuring buffer containing Ca^2+^[which is known to promote certain levels of stomatal closure (Blatt et al., 1990)]. We then tested 10, 50 and 100 µM exogenous PAP. The PAP-induced closure, shown for 100 µM (Figure 2A,B) was significantly greater than the mock. Both 10 and 50 µM PAP were capable of causing a similar degree of closure to 100 µM PAP (10 µM PAP: 59 ± 5% closure, 50 µM PAP: 52 ± 7%, 100 µM PAP: 46 ± 8%; p=0.4 by ANOVA), albeit at a slower rate as expected for a physiological dose-dependent response. Significantly, both the rate and extent of closure of Arabidopsis and barley leaf peels with 100 µM PAP was comparable to the respective ABA responses (Figure 2A,B). We then tested whether exogenous PAP could induce stomatal closure in *ost1*-2, and observed significant PAP-induced closure (72 ± 2% closure in +PAP *vs* 90 ± 1% in control, p<0.001).

**Figure 2.**
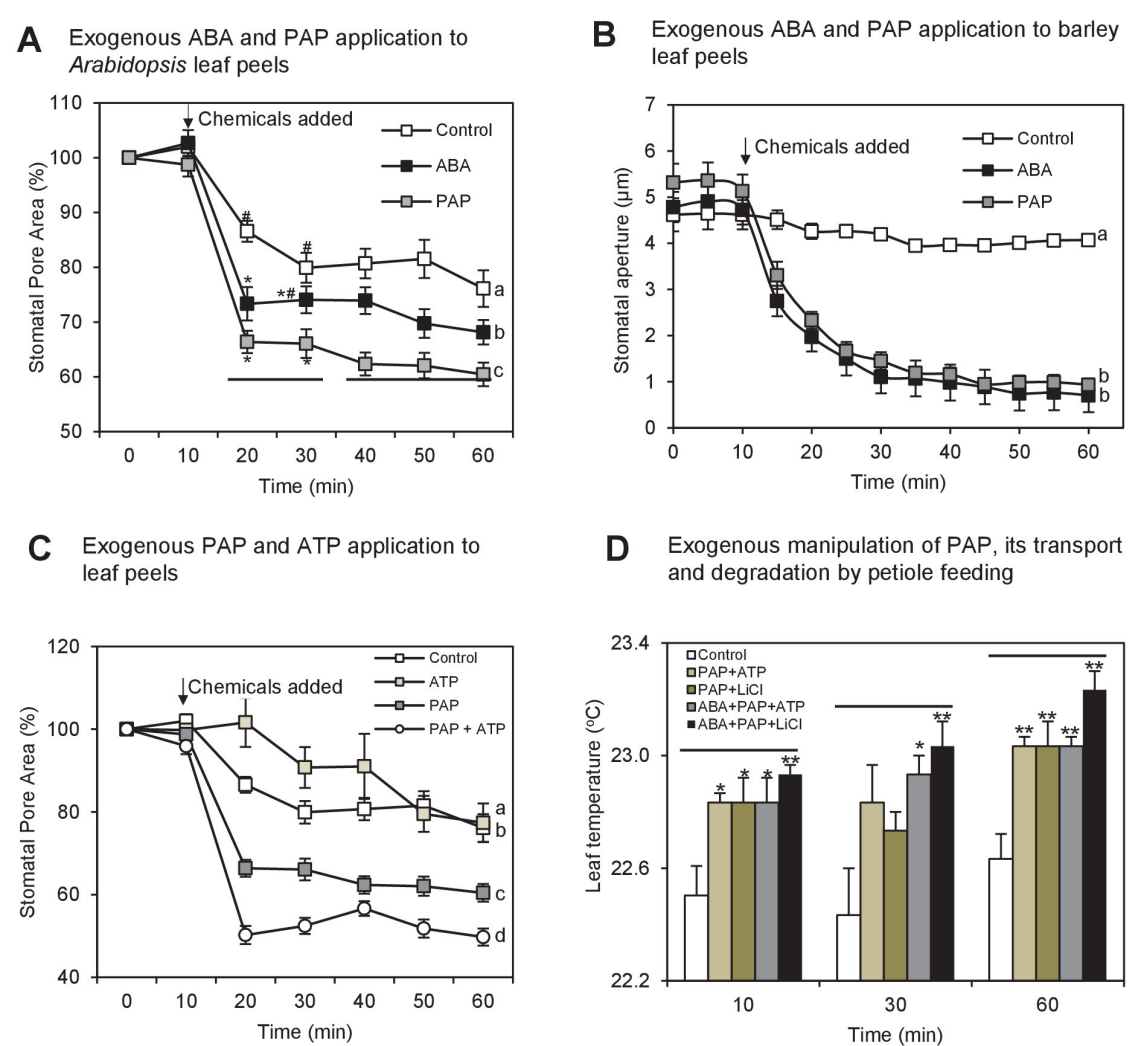
Exogenous PAP interacts with ABA signaling and acts in stomatal closure in both *Arabidopsis* and barley. (**A**) Stomatal aperture, calculated using measurements of pore width and length, in leaf peels of wild type (ColL*er*) plants treated with either 100 µM PAP or 100 µM ABA over a period of 1 hr. Values are means, expressed as a percentage compared to t = 0 min, of at least 20 stomata ± SEM. Rates of closure were compared by modelling the closure between 10–25 min (log-transformed data), significant difference groups (p<0.05) are denoted by #, *. Final level of closure was also considered by ANOVA across the final 30 min; significant difference (p<0.05) denoted a, b, c. (**B**) Stomatal aperture in leaf epidermal peels of three-week old barley plants in measuring buffer (Control) for 10 min before adding 100 µM ABA or 100 µM PAP for another 50 min. Values are means ± SEM (n = 17–20 stomata of four plants). Significant difference (p<0.05) is denoted a, b. (**C**) Stomatal aperture as in (**A**) but treated with either 100 µM PAP or 1 mM ATP alone or in combination, in measuring buffer. Values are means of at least eight stomata ± SEM. The control treatment for (**A**), (**B**) and (**C**) was 1 hr of measuring buffer. (**D**) Thermography of 35-day old wild type leaves petiole fed with 250 µL of different combinations of 20 µM ABA, 100 mM LiCl, 1 mM PAP and 10 mM ATP in infiltration buffer or buffer alone (Control). Mean and SEM of leaf temperature from three leaves from three plants per genotype are shown. Leaves in solution were returned to growth chamber and temperature measured at indicated timepoints. Significant differences to control are shown (*p<0.05; **p<0.01). Also see Figure 2—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.23361.006

**Figure 2—figure supplement 1.**
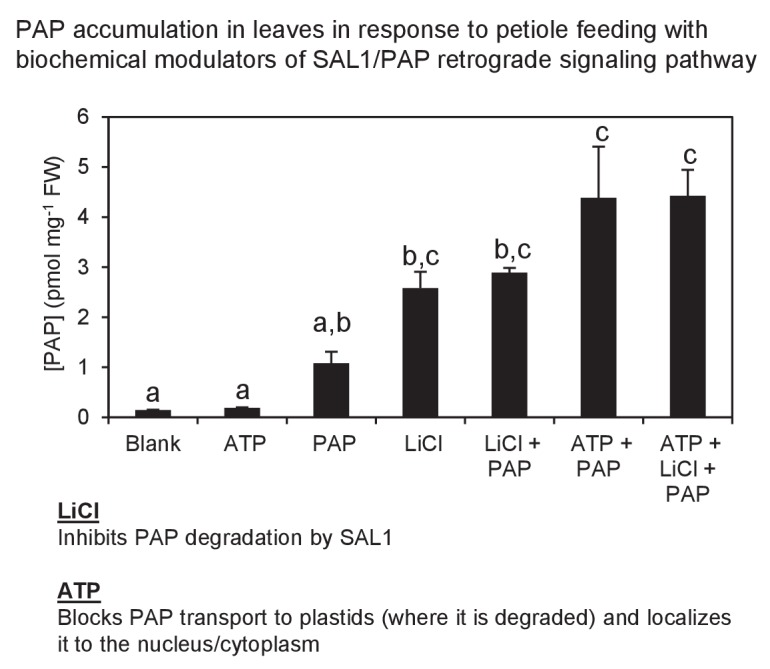
Exogenous PAP feeding to plant leaves *via* epidermal leaf peels or petiole feeding. Petiole feeding of PAP for 1 hr results in accumulation of PAP in leaves. Levels were significantly enhanced by co-application with LiCl, an inhibitor of the PAP catabolic enzyme SAL1, or with ATP, which outcompetes PAP for transport into plastids where PAP is degraded. ATP also allows PAP to be localized to its sites of action, the nucleus/cytoplasm. Results averaged from three individual plants ± SEM. a, b and c represent significant differences (p<0.05). **DOI:** http://dx.doi.org/10.7554/eLife.23361.007

Next we investigated the uptake, transport and degradation of exogenous PAP in guard cells by biochemically manipulating its transport and degradation in leaf peels and in petiole-fed leaves. Exogenous ATP is a known co-substrate for the PAP transporter (Gigolashvili et al., 2012), therefore we used 10-fold higher ATP as this is predicted to outcompete PAP for import into chloroplasts, thus preventing the degradation of exogenous PAP. In leaf peels, applying ATP and PAP simultaneously increased the rate and magnitude of stomatal closure (Figure 2C). We then measured and observed significantly elevated PAP content in petiole-fed leaves co-treated with PAP+ATP compared to +PAP or +ATP alone (Figure 2—figure supplement 1). The elevated PAP in PAP+ATP leaves was associated with an increase in leaf temperature (Figure 2D), a typical consequence of stomatal closure. We then tested for PAP degradation in petiole-fed leaves by using LiCl, a SAL1 inhibitor (Quintero et al., 1996), and observed elevated PAP with a similarly increased leaf temperature (Figure 2D, Figure 2—figure supplement 1). Leaf temperature by PAP+LiCl could be further enhanced by co-treatment with ABA (Figure 2D), suggesting synergistic action of PAP accumulation and ABA.

A theoretical explanation for our observation that exogenous PAP closes stomata is that it is perceived apoplastically and then stimulates a chloroplast calcium response that can close stomata, as is the case for the flg-22 Pathogen Associated Molecular Pattern (PAMP) pathogen response pathway mediated by the chloroplastic Calcium-Sensing Receptor (CAS) (Nomura et al., 2012; Guzel Deger et al., 2015). However, we found that PAP-mediated stomatal closure does not require functional CAS protein (Figure 1—figure supplement 3F), and, in agreement with the published data neither does ABA (Han et al., 2003; Nomura et al., 2008). We then tested whether PAP elicits an extracellular PAMP response by feeding PAP, ABA or the flg22 PAMP receptor elicitor to leaf disks. Luminol-based assays of leaf disks revealed that the magnitude and kinetics of ROS burst in the ABA- or PAP-treated leaf disks were 40-fold lower than that induced by flg22 (data not shown).

### PAP restores multiple ABA signaling outputs in ABA-insensitive plants

Given the connections between PAP and ABA responses we systematically tested for the complementation of key outputs of ABA signaling, namely ion channel fluxes, ROS bursts and gene expression, in wild type, *ost1*-2 *sal1*-8 plants and in *ost1*-2 plants treated with exogenous PAP. First, K^+^ and Cl^-^ fluxes which are indicators of ion transport into or out of guard cells that enable stomatal closure were measured. Experiments with ion-selective microelectrodes revealed that ion fluxes in *ost1-*2 were not responsive to ABA treatment, but ion fluxes of *ost1*-2 *sal1*-8 were restored to wild type and *sal1*-8 levels, with K^+^ and Cl^-^ efflux both stimulated upon ABA treatment (Figure 3A). This indicates complementation of the *ost1*-2 phenotype in *ost1*-2 *sal1*-8, most likely through genetically accumulated PAP (Figure 1—figure supplement 1A). Exogenous PAP also stimulated the ion flux responses from guard cells similar to that of ABA and Ca^2+^ in all genotypes tested (Figure 3A,B; Figure 3—figure supplement 1A). However, exogenous PAP does not affect the activity of the key ion channels SLAC1, KAT1 and KAT2 when supplemented into oocytes (Figure 3—figure supplement 1B); suggesting that PAP influences the ion fluxes indirectly through restoration of ABA signaling.

**Figure 3.**
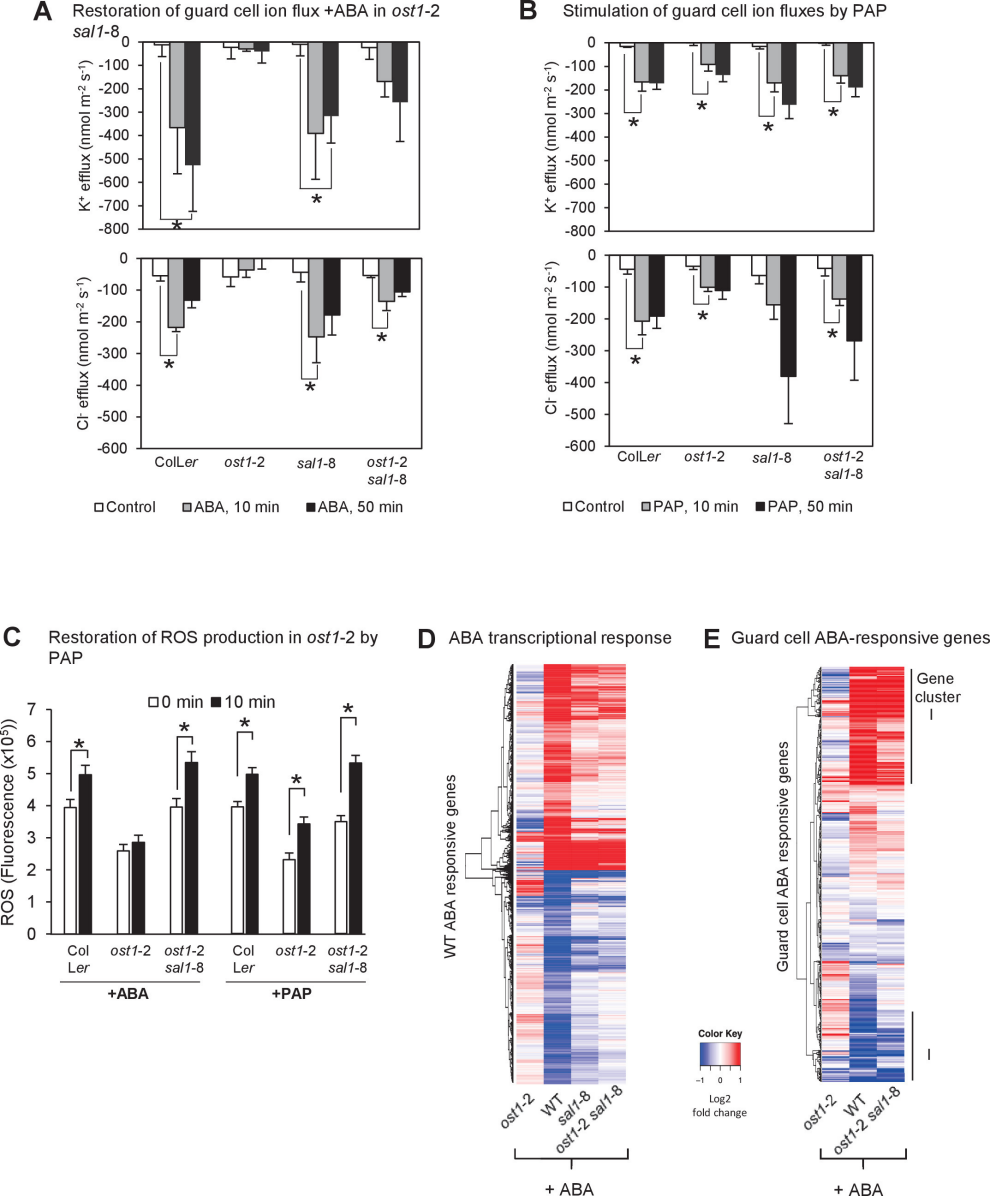
PAP restores guard cell ion fluxes, ROS burst and global transcriptional response to ABA when accumulated genetically in *ost1*-2 *sal1*-8 and when applied exogenously to *ost1*-2 and wild type. Effects of (**A**) 500 µM ABA or (**B**) 500 µM PAP on combined net flux of each of the ion transporters for K^+^ and Cl^−^ from guard cells in leaf epidermal peels of four-week old Arabidopsis plants. Average net ion fluxes ± SEM (n = 5–7 plants) are shown for control, 10 min and 50 min after ABA or PAP treatment. Asterisk shows statistically significant difference to 0 min (p<0.05, ANOVA). (**C**) Mean corrected total cell fluorescence of ROS in the presence of 2’,7’-dichlorodihydrofluorescein diacetate (H_2_DCFDA), a ROS probe that detects primarily H_2_O_2_ and to a lesser extent hydroxyl radicals (Wojtala et al., 2014), in guard cells before and after 10 min of 100 µM ABA or 100 µM PAP. Means ± SEM of 45–54 (+ABA) or 73–92 (+PAP) stomata per genotype is shown with significant differences denoted (t-test, p<0.05). (**D–E**) Hierarchical clustering comparing ABA transcriptional response in wild type (WT) and mutants for (**D**) transcripts responsive to ABA in WT in this study; and (**E**) transcripts known to respond to ABA in guard cells (Wang et al., 2011). The blue (down)-red (up) scale is log_2_ fold change for each genotype +/− ABA, respectively. The scale has been condensed such that the red and blue colours at the end of the scale encompass all fold-changes greater or equal to 2, or less than or equal to 0.5, respectively. Clusters showing co-expression in WT and *ost1*-2 *sal1*-8 are marked (**I**). Also see Supplementary file 1. **DOI:** http://dx.doi.org/10.7554/eLife.23361.008

**Figure 3—figure supplement 1.**
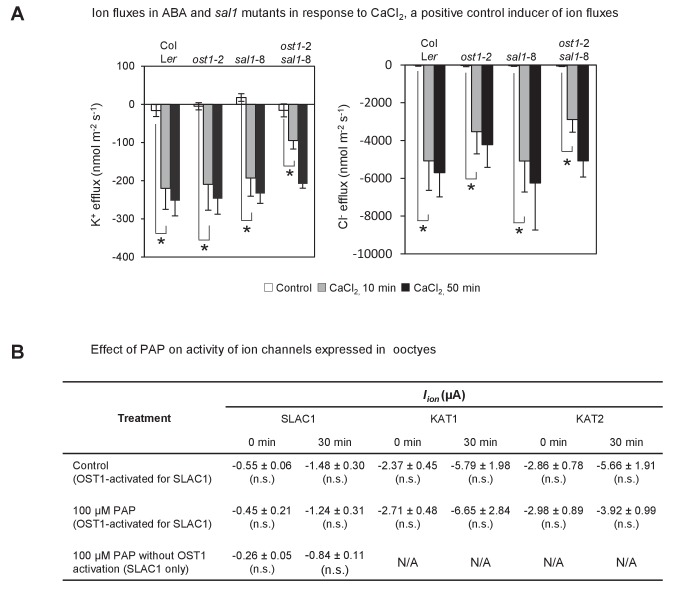
Effect of endogenously accumulated and exogenous PAP on ion fluxes in guard cells and transporter activity in oocytes respectively. (**A**) Changes in ion fluxes (K^+^, Cl^−^) in genotypes treated with CaCl_2_, a known secondary messenger and inducer of stomatal closure downstream of ABA, transcription, NO and ROS. Bars denote means of at least five plants ± SEM. Asterisk indicates statistically significant difference to 0 min (p<0.05, ANOVA) (**B**) Effect of 100 µM PAP on the activity of the chloride ion channel SLAC1 and potassium ion channels KAT1 and KAT2 expressed in *Xenopus* oocytes. Steady-state ion channel currents were measured at −110 mV for SLAC1 and −150 mV for KAT1 and KAT2 (see Materials and methods for voltage clamp protocols and measuring conditions). ‘OST1-activated for SLAC1’ treatments refer to oocytes co-injected by both SLAC1 and OST1 cRNA to allow expression of both proteins and for phosphorylation of SLAC1 by OST1, which activates SLAC1 activity. Means and SE of three to four biological replicates per treatment and ion channel are shown. **DOI:** http://dx.doi.org/10.7554/eLife.23361.009

**Figure 3—figure supplement 2.**
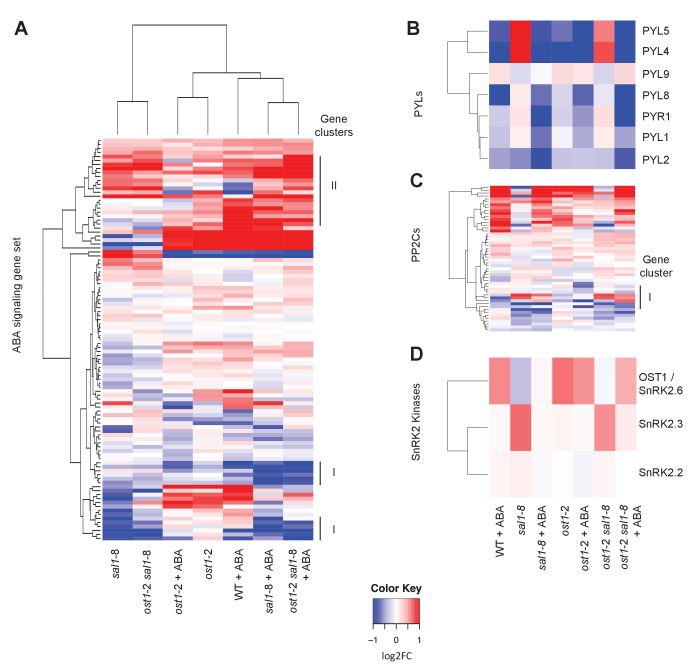
Changes in gene expression of ABA receptors, PP2Cs and SnRKs in response to ABA. Hierarchical clustering of the expression of (**A**) ABA signalling gene sets in wild type, *ost1*-2, *sal1*-8 and *ost1*-2 *sal1*-8 ± ABA; (**B**) seven PYLs; (**B**) 52 PP2C genes; and (**C**) three SnRK2 kinases. For all hierarchical clustering analyses performed, gene expression was compared to wild type untreated of the four genotypes ± ABA. Scale = log2, blue lower and red higher expression. The scale has been condensed such that the red and blue colours at the end of the scale encompass all fold-changes greater or equal to 2, or less than or equal to 0.5, respectively. **DOI:** http://dx.doi.org/10.7554/eLife.23361.010

Second, the ROS burst in guard cells measured with the 2',7'-dichlorodihydrofluorescein diacetate (H_2_DCFDA) dye was observed in response to ABA treatment in wild type and was attenuated as expected in *ost1-*2 (Figure 3C). The H_2_DCFDA dye primarily detects H_2_O_2_ and to a lesser extent hydroxyl radicals (Wojtala et al., 2014). No significant photooxidation of H_2_DCFDA was observed for the control measuring buffer treatment within the timeframe of the experiment (mean fluorescence of 1.2 ± 0.4×10^5^ at 0 min vs 1.5 ± 0.5 × 10^5^ at 10 min, p=0.37). Significantly, the ABA-mediated ROS burst was restored in ABA-treated *ost1*-2 *sal1*-8, to a similar degree to that of wild type. Furthermore, the timing and extent of the ABA-induced ROS burst was phenocopied by exogenous PAP in wild type, *ost1-*2 and *ost1-*2 *sal1*-8 (Figure 3C).

Third, we performed transcriptome analyses of well-watered whole leaves of wild type, *ost1-*2, *sal1-*8, and *ost1-*2 *sal1-*8 plus or minus ABA (Figure 3D–E, Figure 3—figure supplement 2 ,Supplementary file 1). 

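Transcript levels in leaves of wild type, ost1-2, sal1-8 and ost1-2 sal1-8 were measured on Affymetrix Arabidopsis Gene 1.0 ST arrays, which report the abundance of each transcript as a fluorescence intensity. OST1 is the protein kinase that passes on the ABA signal in guard cells, and SAL1 is the phosphatase that degrades PAP. Wild type, sal1-8 and ost1-2 sal1-8 had 3 mock-treated and 3 ABA-treated arrays each and ost1-2 had 2 of each, 22 arrays in all. The paper describes biological triplicates with a leaf per sample. Plants were sprayed with 20 µM ABA and sampled after 45 min at an age of 4 weeks according to the paper, whereas the sample labels give 45 min for the ABA treatment but 2 h in their protocol, and an age of 30 days. Wild type is here the F1 hybrid of Col-0 and Ler, sal1-8 is in Col-0, ost1-2 is in Ler, and the double mutant descends from both. A comparison between genotypes therefore also holds differences between these ecotypes. A response to ABA is taken within a genotype. A difference between the responses of genotypes can still hold differences between the ecotypes, or of the hybrid, in the response to ABA. Arrays are named here by a letter, A to G, for the run of consecutive sample numbers to which they belong, and each run held a single treatment. The authors corrected the background, quantile normalized the arrays and summarised probes by median polish (RMA in oligo) to log2 values. The log2 fold changes computed from these values differed by at most 5.0e-06 from those in the rows held here of the paper's table of ABA-responsive genes in wild type (Supplementary file 1), 1145 in number. The median log2 value per array ran from 4.60 in wild type ABA G to 5.00 in ost1-2 sal1-8 ABA E. It was 4.60 to 4.83 in wild type mock, 4.60 to 4.61 in wild type ABA, 4.66 in both ost1-2 mock arrays and 4.66 to 4.74 in ost1-2 ABA. In sal1-8 it was 4.81 to 4.94 (mock) and 4.74 to 4.77 (ABA), and in ost1-2 sal1-8 4.84 to 4.89 (mock) and 4.70 to 5.00 (ABA). Each array correlated with the others of its group at a mean r of 0.963 (wild type mock F) to 0.987 (ost1-2 ABA G), taken across probe sets. The paper kept 13780 genes by detection above background and by cross-hybridization, which are not used here. Tested here were the 13780 probe sets with the highest group mean among the 17481 that the array annotation names, of which 13143 carry a single gene. The annotation does not list 20927 of the 38408 probe sets. The rows held of the paper's table name 525 of those. Genes named in that way were tested among the 13780 brightest probe sets of the whole array, a set chosen after the data were seen. Comparisons were made with limma in a single linear model over the 8 groups, and a transcript was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5. The number of arrays, 2 or 3 per group, limits the precision of every value.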

As expected, *ost1-*2 gene expression profiles were largely unresponsive to ABA compared to wild type leaves. 

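ABA raised transcripts of dehydration proteins in wild type leaves. LTI30, a dehydrin, rose by 3.98 on the log2 scale in wild type (SE 0.29, adjusted p = 8.9e-08, limma, n = 3 and 3) and changed by 0.66 in ost1-2 (SE 0.35, adjusted p = 0.59, n = 2 and 2). The difference between these responses was 3.32 (SE 0.45, adjusted p = 7.4e-04). KIN1, a cold- and ABA-induced protein, rose by 2.93 in wild type (SE 0.36, adjusted p = 2.5e-05) and changed by 0.48 in ost1-2 (SE 0.44, adjusted p = 0.81). Of 31 ABA marker genes listed beforehand, 20 were measured. The array annotation names 6 of them, KIN1, KIN2, COR15A, COR15B, COR47 and LTI30, and the other 14 are named only by the paper's table of genes responding to ABA in wild type, so that their rise there is not independent evidence. All 6 annotated ones rose in wild type (6 when adjusted over the list alone), and 0 passed in ost1-2 with limma (0 when adjusted over the list alone and 0 at an unadjusted p under 0.05). As a set, the 6 moved upwards in wild type (fry, adjusted p = 2.7e-06; adjusted p = 0.016 with an estimated correlation), and in ost1-2 the adjusted p was 0.34. The set's responses differed between the genotypes by fry (adjusted p = 5.8e-04; adjusted p = 0.064 with an estimated correlation), with 4 of its 6 genes past the test (6 when adjusted over the list alone). Over all 20, tested among the brightest probe sets of the whole array, 20 rose in wild type and 0 passed in ost1-2 with limma (20 and 0 when adjusted over the list alone, and 1 upwards in ost1-2 at an unadjusted p under 0.05; fry, adjusted p = 2.4e-08 and 0.55). The responses of 17 of the 20 differed between the genotypes (20 when adjusted over the list alone; fry, adjusted p = 3.8e-06; adjusted p = 0.0037 with an estimated correlation). Of these 17, 13 are named only by the paper's table, and that pick by the response in wild type favours the difference. The largest changes in wild type were rises of AT2G35070 by 5.86 (SE 0.79, adjusted p = 6.2e-05) and of AT2G41190 by 5.38 (SE 0.51, adjusted p = 1.8e-06), and the largest fall was that of AT1G15125, a putative methyltransferase, with -5.06 (SE 0.54, adjusted p = 6.0e-06). In total 1660 of the 13780 transcripts changed in wild type, 882 upwards and 778 downwards, and 5 changed in ost1-2, where 1288 had an unadjusted p under 0.05. Of these 5, 3 rose and 2 fell, with 0 of the 3 among the transcripts that rose in wild type and 0 of the 2 among those that fell there. Among the brightest probe sets of the whole array 6 rose and 3 fell in ost1-2, of which 1 and 3 did so in wild type. AGL42, a MADS-box transcription factor, rose most in ost1-2, by 3.69 (SE 0.44, adjusted p = 0.0012), and AT4G27300 had the largest fall, with -2.65 (SE 0.35, adjusted p = 0.0025). On changes simulated with the number of ost1-2 arrays and the spread pooled over all groups, the test found 94% of those of log2 2 and 49% of those of log2 1. The ost1-2 count was 251 with array weights and ran from 1 (without ost1-2 mock C) to 46 (without wild type mock F), being 8 without wild type ABA G, sal1-8 ABA E or ost1-2 sal1-8 mock F, 2 without ost1-2 ABA G and 3 without wild type ABA D, sal1-8 mock C, sal1-8 mock A, ost1-2 mock A, ost1-2 ABA D, or ost1-2 sal1-8 mock C, mock A or ABA D, and the wild type count was 653 with only its own 6 arrays fitted, 1021 without wild type ABA D (427 of them falls) and 1079 without wild type mock F (471 falls). With only the ost1-2 arrays fitted, the call of AGL42 ended (adjusted p = 0.089, the highest of its alternatives, which began at 1.5e-06), and that of AT4G27300 ended without ost1-2 mock C (-2.51, adjusted p = 0.083, the highest, from 1.1e-04) or ost1-2 ABA D (-2.53, adjusted p = 0.059).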

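In ost1-2 sal1-8, ABA raised dehydration genes that also respond in wild type. LTI30 rose by 2.19 on the log2 scale (SE 0.29, adjusted p = 2.1e-04, limma, n = 3 and 3), KIN1 by 2.07 (SE 0.36, adjusted p = 0.0029) and COR47, another dehydrin, by 1.52 (SE 0.23, adjusted p = 0.0010). Of the 6 annotated ABA marker genes, 4 rose in ost1-2 sal1-8 and 4 in sal1-8 (5 in each when adjusted over the list alone), and the set moved upwards in both (fry, adjusted p = 1.3e-04 and 1.1e-04; adjusted p = 0.012 for each with an estimated correlation). Of all 20, 14 rose in each (18 in ost1-2 sal1-8 and 15 in sal1-8 when adjusted over the list alone; fry, adjusted p = 4.4e-07 and 4.7e-07; adjusted p = 5.1e-04 and 9.2e-04 with an estimated correlation). In sal1-8, LTI30 rose by 2.01 (SE 0.29, adjusted p = 5.8e-04) and COR47 by 1.48 (SE 0.23, adjusted p = 0.0015). The largest rise in ost1-2 sal1-8 was that of AT2G47780, a protein of the rubber elongation factor family, by 4.41 (SE 0.27, adjusted p = 1.9e-08), followed by AT2G35070 with 4.37 (SE 0.79, adjusted p = 0.0041), and the largest fall that of AT4G21870, with -3.65 (SE 0.57, adjusted p = 0.0013). In sal1-8 the largest rise was that of PUB19, a U-box ubiquitin ligase, by 3.63 (SE 0.33, adjusted p = 5.8e-06). After ABA, LTI30 was lower in ost1-2 sal1-8 than in wild type by a log2 change of -3.15 (SE 0.29, adjusted p = 1.3e-07). Of the 6 marker genes 4 were lower in that comparison (4 when adjusted over the list alone; fry, adjusted p = 3.1e-04; adjusted p = 0.17 with an estimated correlation), and of the 20, 9 were lower (10 when adjusted over the list alone; fry, adjusted p = 4.2e-04; adjusted p = 0.078 with an estimated correlation). Of these 9, 5 are named only by the paper's table, a pick by the response in wild type that favours a lower level here. The mean of the 6 marker genes per array, on the log2 scale relative to wild type mock, was 2.17 ± 0.22 (SD, n = 3) in wild type after ABA, 0.64 ± 0.30 (n = 3) in sal1-8 after ABA and 0.88 ± 0.10 (n = 3) in ost1-2 sal1-8 after ABA. It was -0.88 ± 0.37 (n = 3) in sal1-8 mock, -0.52 ± 0.14 (n = 3; -0.30 without wild type mock C) in ost1-2 sal1-8 mock, 1.12 ± 0.076 (n = 2) in ost1-2 mock and 1.47 ± 0.33 (n = 2) in ost1-2 after ABA. In wild type, sal1-8 and ost1-2 sal1-8 every ABA array lay above every mock array of its genotype (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 allow). The same held in ost1-2 for the 6 genes, with a difference of 0.35 (0.12 without ABA G, 0.58 without ABA D; exact permutation test, two-sided, p = 0.33, the smallest that 2 against 2 allow). Over the 20 genes the mean level was 2.74 ± 0.19 in wild type after ABA, 1.46 ± 0.40 in sal1-8 after ABA, 1.75 ± 0.099 in ost1-2 sal1-8 after ABA, -0.43 ± 0.17 in sal1-8 mock and -0.24 ± 0.34 in ost1-2 sal1-8 mock (n = 3 each), and 1.35 ± 0.14 in ost1-2 mock and 1.46 ± 0.080 in ost1-2 after ABA (n = 2 each). The arrays of ost1-2 then overlapped, with 1.41 in ABA G and 1.45 in mock A (difference 0.11, exact permutation test, two-sided, p = 0.67), as did those of sal1-8 mock and ost1-2 sal1-8 mock with wild type mock (exact permutation tests, two-sided, p = 0.20 and 0.40, against 0.10 for the 6 genes). Over the 1660 transcripts that changed in wild type, the median ratio of the log2 response to that of wild type was 0.32 in ost1-2 sal1-8 (0.31 to 0.34 by ABA array, n = 3), 0.42 in sal1-8 (0.25 to 0.58, n = 3) and -0.11 in ost1-2 (-0.15 to -0.065, n = 2; -0.022 without wild type mock F, -0.20 without ost1-2 mock C and -0.0038 without ost1-2 mock A). The response ran in the wild type direction for 85.5% of them in ost1-2 sal1-8, 91.4% in sal1-8 and 37.1% in ost1-2. Because the transcripts were picked by their size in wild type, the ratios of sal1-8 and ost1-2 sal1-8 are biased downwards. With wild type arrays set aside for sizing, the ratio of the median responses was 0.45 in ost1-2 sal1-8 (median of 9 choices, 0.32 to 0.53), 0.50 in sal1-8 (0.41 to 0.83) and -0.083 in ost1-2 (-0.46 to 0.062). In total 253 transcripts changed in ost1-2 sal1-8, 195 upwards and 58 downwards, and 292 in sal1-8, 191 upwards and 101 downwards. These counts were 577 and 914 with array weights and 83 and 129 with 2 mock and 2 ABA arrays (medians of 9 choices), the sal1-8 count was 173 with only its 6 arrays fitted and 159, 123, 170 and 122 without its mock F, mock A, ABA G and ABA E, and that of ost1-2 sal1-8 was 108, 136, 168 and 158 without its mock C, mock A, ABA E and ABA D. Its 58 falls were 108 without its mock F and 12, 22, 23 and 25 without its mock C, mock A, ABA D and ABA B.

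**Figure D1:**
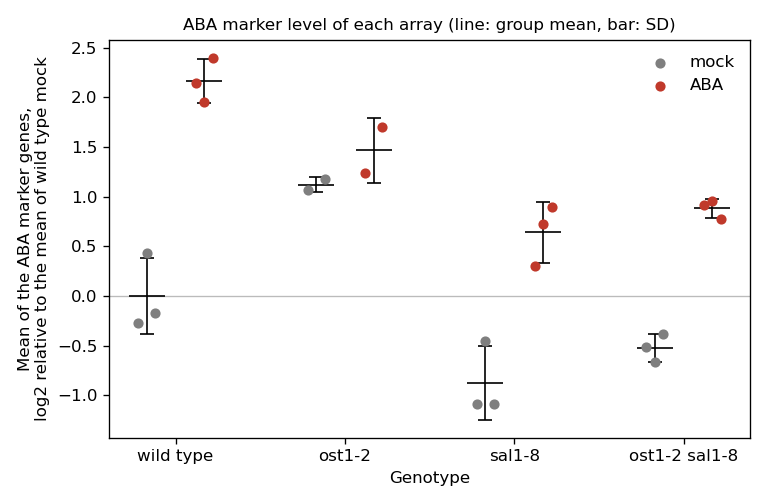
Mean of the 6 annotated ABA marker genes in each array, on the log2 scale relative to the mean of wild type mock (y axis), by genotype (x axis). Points are arrays, lines are group means and bars are SDs. The means rise from 0 to 2.17 in wild type and from -0.52 to 0.88 in ost1-2 sal1-8, and lie at 1.12 and 1.47 in ost1-2.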

Significantly, the transcriptional response to ABA was substantially restored in *ost1-*2 *sal1*-8 +ABA although the magnitude was attenuated (Figure 3D, Supplementary file 1). Specifically, for a subset of 1723 genes that responded differently to ABA in wild type compared to *ost1-*2, the expression of 1705 (99%) genes was largely restored in the *ost1*-2 *sal1*-8 plus ABA, such that they were no longer significantly different to wild type plus ABA (Supplementary file 1, FDR adjusted p<0.05). 

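The response to ABA itself was compared between genotypes. Effects of the mutations on the response cannot be told apart here from differences between the ecotypes in that response. The response of AT2G35070 was higher in wild type than in ost1-2 by 8.27 on the log2 scale (SE 1.24, adjusted p = 0.0014, limma, n = 3 and 3 against 2 and 2), and that of AT4G12490 by 8.08 (SE 1.46, adjusted p = 0.0044). For AT2G35070 the difference exceeds its rise in wild type, so that part of it is a downward change in the 2 and 2 arrays of ost1-2. The reverse held for AGL42, named here because of its rise in ost1-2 and thus after its values were seen, with a difference of -3.92 (SE 0.57, adjusted p = 0.0010). Between wild type and ost1-2 sal1-8 the largest positive difference was that of AT1G72760, a kinase family gene, with 4.09 (SE 0.60, adjusted p = 0.0052), and the largest negative that of AT3G17640, with -2.97 (SE 0.49, adjusted p = 0.016). Of the 6 annotated ABA marker genes, 0 had a different response in wild type and ost1-2 sal1-8 with limma (2 when adjusted over the list alone and 2 at an unadjusted p under 0.05; fry, adjusted p = 0.072), and of the 20 measured, 1 did (4 when adjusted over the list alone; fry, adjusted p = 0.054). In all, 975 transcripts responded differently in wild type and ost1-2, with 493 responses higher and 482 lower in wild type, and 725 of them changed in wild type after ABA. The ost1-2 mock arrays already lay on the ABA side of wild type mock. Over the transcripts responding in sal1-8, the half-difference between the medians of rises and falls was 0.50 in ost1-2 mock. It was 0.48 in ost1-2 after ABA. How far this starting level adds to the 975 was not tested. Between wild type and ost1-2 sal1-8, 19 differed, 9 higher and 10 lower in wild type. Of the 975 transcripts, 961 (98.6%) were not among these 19 and 14 were. With 19 calls among all 13780 transcripts, nearly all of any 975 would be left uncalled, so that this share alone does not measure restoration. Of the same 975, 13.8% changed after ABA in ost1-2 sal1-8, 775 moved in the wild type direction there, and 946 had a smaller response than in wild type. Their median ratio to the wild type response was 0.29 in ost1-2 sal1-8 and -0.47 in ost1-2, where the negative value is in part set by picking the transcripts on the ost1-2 arrays. The pick also used the wild type arrays, which favours smaller responses than in wild type in ost1-2 sal1-8. With wild type arrays set aside for sizing, the ratio of the median responses in ost1-2 sal1-8 was 0.28 (median of 9 choices, 0.24 to 0.67). Compared by level after ABA, 560 of the 975 differed between ost1-2 sal1-8 and wild type and 415 (42.6%) did not. Over all 13780 transcripts tested, 3699 differed in that comparison, which also holds differences between the genotypes and ecotypes without ABA. Of the 975, 199 already differed between ost1-2 sal1-8 mock and wild type mock. On simulated differences between the responses of wild type and ost1-2 sal1-8, the test found 83% of those of log2 2 and 35% of those of log2 1. The count of 975 was 241 with only the groups compared, 590 with the run as a block, 496 and 489 without wild type mock F and ABA D, and 640, 196, 191 and 402 without ost1-2 mock C, mock A, ABA G and ABA D, and that of 961 was 482, 477, 626, 186, 181 and 391 without these arrays in the same order. The count of 19 was 9 with only the groups compared, 33 with array weights, 7 with 2 mock and 2 ABA arrays of each (median of 9 choices), 50 and 38 without wild type ABA G and ABA E, 30 without sal1-8 ABA E, and 6, 11 and 12 without ost1-2 sal1-8 mock C, mock A and ABA D, and the call of AT3G17640 ended without ost1-2 sal1-8 mock C (-2.95, adjusted p = 0.054) and with only the groups compared (adjusted p = 0.065, the highest of its alternatives, from 0.001). The paper takes a gene as restored where ost1-2 sal1-8 is no longer significantly different from wild type plus ABA. It states that the magnitude of the transcriptional response was attenuated. It takes its results collectively as an indication that signaling by PAP restores sensitivity to ABA at multiple levels for stomatal closure in plants without wild type OST1 or ABI1.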

Because the transcriptome was performed on whole leaves, we verified whether complementation was also observed in *ost1*-2 *sal1*-8 for 1173 ABA-responsive genes expressed in guard cells (Wang et al., 2011). Indeed, a large proportion of these guard cell-expressed genes that were induced by ABA in wild type were not induced in *ost1-*2, but were significantly induced in *ost1-*2 *sal1*-8 (gene cluster I, Figure 3E).

We re-analyzed the transcriptome using the 132 genes known to be involved in ABA signaling (Hauser et al., 2011). Hierarchical clustering revealed some subsets differentially down-regulated in all *sal1*-8 backgrounds and treatments compared to wild type +ABA, and a few genes more highly induced by ABA in *sal1*-8 and *ost1-*2 *sal1*-8, but not in *ost1-*2 (Figure 3D). Significantly, we identified several genes involved in diverse, but interlinked, aspects of ABA signaling that were differentially expressed in *ost1*-2 *sal1*-8 under constitutive and/or +ABA conditions. This included two transcription factors, 16 Ca^2+^ signaling proteins [CDPKs, CRKs, CBLs and CIPKs], and genes regulating ROS homeostasis as well as vesicle trafficking to plasma membranes (Supplementary file 2). Furthermore, many of these genes up-regulated in *ost1*-2 *sal1*-8 have been shown to have the ability to regulate the activities of inward rectifying channels (KATs) and slow anion channels (SLAC1/SLAHs) for stomatal closure. For instance, CDPK19-mediated signaling is required for regulation of potassium inward currents by ABA and Ca^2+^ (Zou et al., 2015), CIPK6 directly activates the key K^+^ channel AKT1 (Lan et al., 2011), while various up-regulated CDPKs are closely related to the group II CDPKs (CDPK3, 21 and 23) known to directly regulate SLAC1 and SLAH3 activity (Geiger et al., 2010; Brandt et al., 2012). Two up-regulated vesicle transport syntaxin genes, SYP41 and SYP124, also have protein-protein interactions and close sequence relationships with syntaxins known to regulate K^+^ channels and stomatal closure (Sanderfoot et al., 2001; Eisenach et al., 2012).

Collectively, these results indicate that PAP-mediated signaling restores ABA sensitivity at multiple levels for stomatal closure in plants lacking wild type OST1 or ABI1. If so, how is PAP perceived in the cell during ABA signaling and how does it act?

### Investigation of mechanisms by which PAP-mediated retrograde signaling might intersect with ABA signaling to regulate stomatal closure

To investigate the possibility that PAP perception and signaling in ABA responses act *via* its established retrograde signaling pathway we crossed *ost1*-2 to the drought tolerant *xrn2-*1 *xrn3-*3 double mutant, which genetically phenocopies PAP inhibition of nuclear XRNs and *sal1* (Dichtl et al., 1997; Estavillo et al., 2011). Similar to observations obtained for *ost1*-2 *sal1*-8, ABA responsiveness and stomatal closure were restored in both intact plants and epidermal leaf peels of *ost1-*2 *xrn2-*1 *xrn3-*3 (Figure 4A,B). ABA-responsive guard cell ion fluxes were restored to wild type levels in *ost1*-2 *xrn2*-1 *xrn3*-3, whereas *ost1*-2 remained insensitive as expected (Figure 4C). We also observed complementation of ABA-responsive ROS burst in this triple mutant to the same extent as that seen in *ost1*-2 *sal1*-8 (Figure 4D). Therefore, our data indicate that PAP participates in ABA signaling through its established SAL1-PAP-XRN retrograde communication pathway.

**Figure 4.**
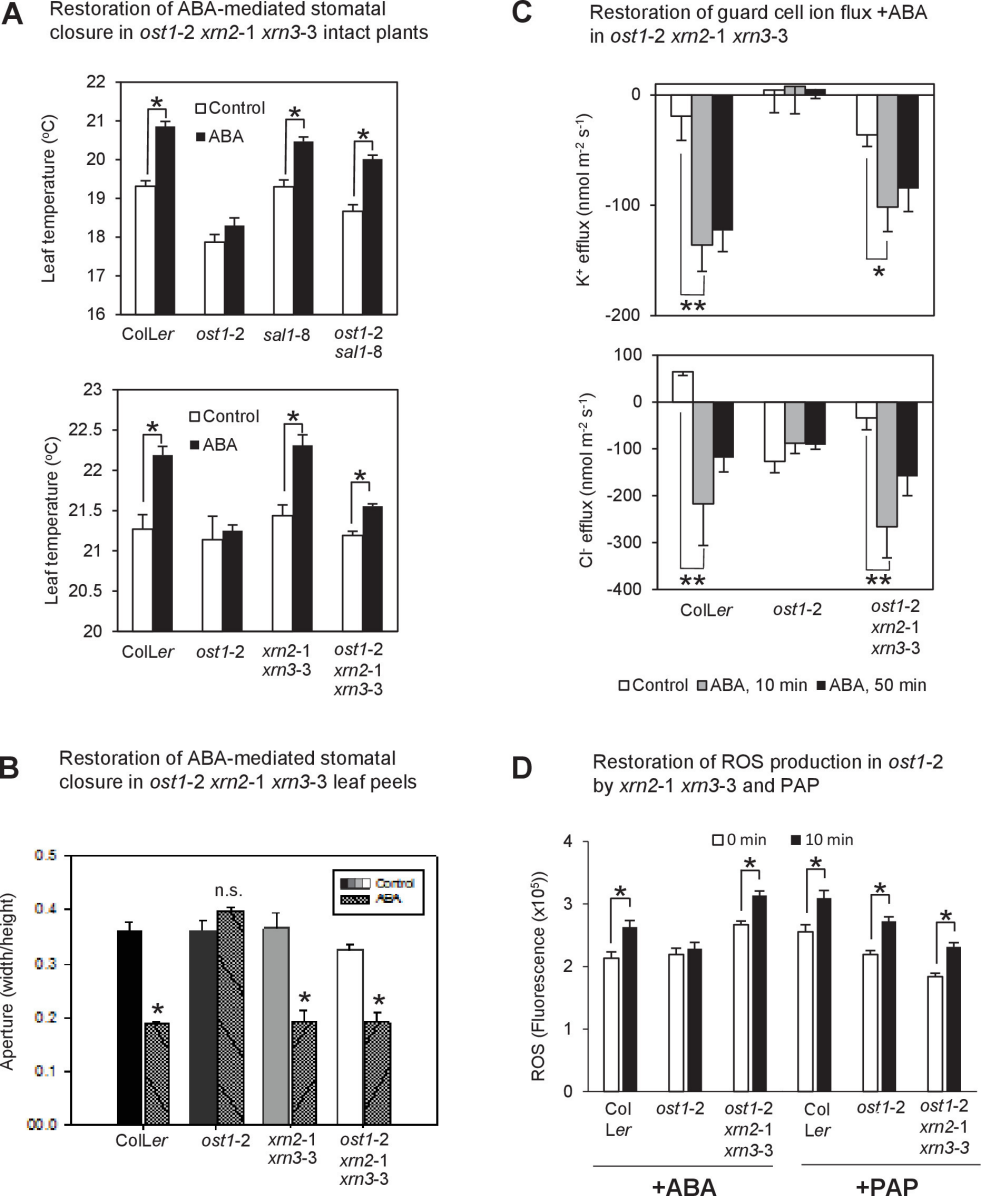
Restoration of ABA-responsive stomatal closure, guard cell ion fluxes and ROS production in *ost1*-2 *xrn2*-1 *xrn3*-3. (**A**) Leaf temperature, a proxy of stomatal closure, in leaves of intact plants of wild type, *ost1*-2, *sal1*-8, *ost1*-2 *sal1*-8*, xrn2*-1 *xrn3*-3 and *ost1*-2 *xrn2*-1 *xrn3*-3 after treatment with 20 µM ABA for 2 hr. Significant differences relative to control are indicated by asterisk (*p<0.05). Values shown are means ± SEM of 3–9 biological replicates per treatment. The ABA responses of *ost1*-2 *sal1*-8 and associated controls were performed in an earlier, independent experiment compared to *ost1*-2 xrn2-1 xrn3-3. (**B**) Stomatal aperture in leaf peels of wild type, *ost1*-2, xrn2-1 *xrn3*-3 and *ost1*-2 xrn2-1 *xrn3*-3 after treatment with 50 µM ABA for 2 hr (40–60 stomata per genotype ± SD). Significant difference (*) at p<0.05 is shown for +ABA. The same trend was observed in two independent experiments. (**C**) Effects of 500 µM ABA on combined net flux of each of the ion transporters for K^+^ and Cl^−^ from guard cells in leaf epidermal peels of four-week old Arabidopsis plants. Average net ion fluxes ± SEM (n = 4–12 plants) are shown for control, 10 min and 50 min after ABA treatment. Significant differences are indicated by asterisks (*p<0.05, **p<0.01; ANOVA) (**D**) Mean corrected total cell fluorescence of ROS in the presence of 2’,7’-dichlorodihydrofluorescein diacetate (H_2_DCFDA), a ROS probe that detects primarily H_2_O_2_ and to a lesser extent hydroxyl radicals (Wojtala et al., 2014), in guard cells before and after 10 min of 100 µM ABA or 100 µM PAP. Means ± SEM of 110–190 (+ABA) or 130–200 (+PAP) stomata from four biological replicates per genotype are shown with significant differences denoted (t-test, p<0.05). **DOI:** http://dx.doi.org/10.7554/eLife.23361.011

To investigate the mechanism(s) by which PAP-mediated retrograde signaling restores ABA sensitivity in *ost1*-2, we first tested whether functionality of the PYR1/PYL/RCAR-mediated ABA signaling cascade is restored in *ost1*-2 *sal1*-8 using ABA analogues. The ABA analogue, 3’-ethylsulfanyl-ABA (AS2), is a limited-spectrum ABA agonist. AS2 activates the dimeric ABA receptors PYR1, PYL1, PYL2 and PYL3 to comparable levels as ABA to initiate the signaling cascade that leads to stomatal closure; also partially activates the monomeric receptors PYL4, PYL5 and PYL11; but cannot activate PYL6, PYL9 and PYL10 (Takeuchi et al., 2014). AS2 induced stomatal closure to a similar extent as ABA in both wild type and *ost1*-2 *sal1*-8, while *ost1*-2 did not respond to either AS2 or ABA as expected (Figure 5A). Hence, ABA signaling and downstream molecular responses mediated through dimeric, and possibly some monomeric, ABA receptors are active when PAP levels are elevated.

**Figure 5.**
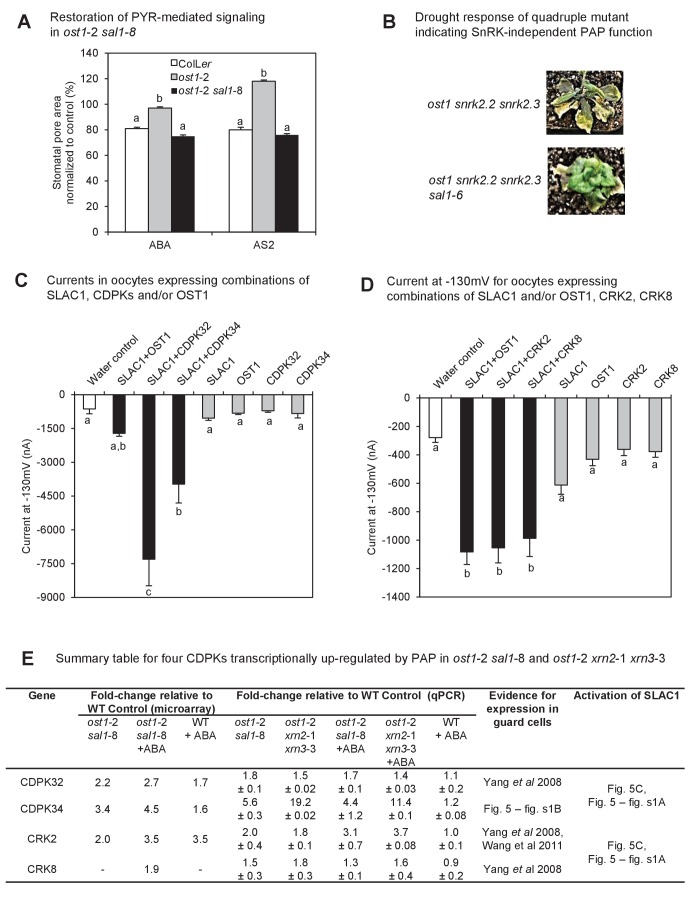
Identification of a mechanism by which PAP restores ABA sensitivity in *ost1*-2 *sal1*-8. (**A**) Restoration of ABA signaling mediated by specific PYR/PYLs in *ost1*-2 *sal1*-8. Stomatal closure was observed in leaf peels after 30 min exposure to ABA or the ABA limited-spectrum agonist, AS2. Values are mean ± SEM of 17–85 stomata per genotype per treatment. Statistically significant differences in response to a treatment are indicated (a, b, c). (**B**) Restoration of turgor to the SnRK2 gene family triple knockout ost1(*snrk2.6*) *snrk2.2 snrk2.3* by *sal1-*6. (**C**) and (**D**) Anion channel activity, expressed as steady state currents activated at −130 mV, in *Xenopus laevis* oocytes expressing (**C**) SLAC1, OST1, CDPK32, CDPK34 alone, or SLAC1 in combination with one of the kinases; and (**D**) SLAC1, OST1, CRK2, CRK8 alone, or SLAC1 in combination with one of the kinases. Values are means of three to five oocytes ± SEM. Significant differences between treatment (ANOVA, p<0.05) are denoted a, b, c. (**E**) Summary information for four CDPKs up-regulated by PAP in *ost1*-2 *sal1*-8, and in *ost1*-2 *xrn2*-1 *xrn3*-3. Means ± SEM are shown for qPCR performed on three biological replicates per genotype. **DOI:** http://dx.doi.org/10.7554/eLife.23361.012

**Figure 5—figure supplement 1.**
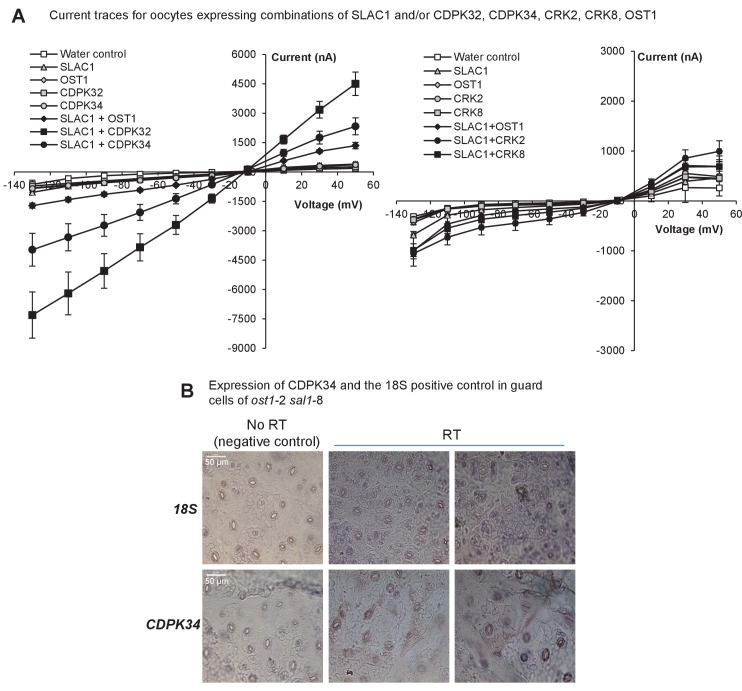
Expression and activity of CDPKs up-regulated by PAP. (**A**) Representative current trace data of SLAC1 anion activation by different kinases in *Xenopus laevis* oocytes at voltage pulses ranging from +50 to −130 mV in 20 mV decrements. Values are means of three to five oocytes ± SEM. (**B**) Representative images for expression of *CDPK34* and the housekeeper *18S* in guard cells of *ost1*-2 *sal1*-8, as detected by in situ PCR on leaf peels. Staining for cDNA of *CDPK34* and *18S* ribosomal RNA showed a diffuse blue pattern across both pavement and guard cells. In guard cells the staining was evenly blue or punctate, consistent with *CDPK34* expression. The negative control (‘no RT’) slides showed only large precipitates or no staining as expected. The ‘no RT’ negative controls refer to leaf peels in which the reverse transcription of mRNA was omitted, thus any staining in these slides occur by non-specific binding or precipitation of the stain. Similar results were observed in at least two biological replicates per mRNA. **DOI:** http://dx.doi.org/10.7554/eLife.23361.013

We then analyzed the expression of ABA signaling genes acting in the molecular cascade downstream of PYR1/PYLs/RCARs (Hauser et al., 2011) to gain insights into possible candidate genes that complemented *ost1*-2 *sal1*-8. While some PP2Cs were differentially expressed in *ost1*-2 *sal1*-8 compared to wild type and *ost1*-2 (gene cluster I, Figure 3—figure supplement 2C), none of the changes could readily explain the complementation in response to ABA; for example, expression of *ABI1* was unchanged.

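ABI1, HAB2 and PP2CA encode PP2C phosphatases that inhibit OST1. ABI1 rose after ABA by 2.38 on the log2 scale in wild type (SE 0.29, adjusted p = 2.9e-05, limma, n = 3 and 3) and by 2.34 in ost1-2 sal1-8 (SE 0.29, adjusted p = 1.4e-04, n = 3 and 3). Between ost1-2 sal1-8 and wild type, ABI1 differed by -0.19 in mock plants (SE 0.29, adjusted p = 0.69) and by -0.23 after ABA (SE 0.29, adjusted p = 0.55), and neither passed the test. PP2CA rose by 2.73 in wild type (SE 0.29, adjusted p = 7.2e-06) and by 2.92 in ost1-2 sal1-8 (SE 0.29, adjusted p = 1.4e-05). Its response was lower in ost1-2 than in ost1-2 sal1-8, with a difference of -2.94 (SE 0.46, adjusted p = 0.0064). HAB2 rose by 1.62 in wild type (SE 0.25, adjusted p = 2.0e-04) and by 1.20 in ost1-2 sal1-8 (SE 0.25, adjusted p = 0.0095), and changed by -0.35 in ost1-2 (SE 0.30, adjusted p = 0.73). After ABA, HAB2 lay lower in ost1-2 sal1-8 than in wild type, with -0.88 (SE 0.25, adjusted p = 0.0093). Of 9 group A PP2Cs listed beforehand, these 3 could be named, each through the paper's table of genes responding to ABA in wild type, so that their rise in wild type is not independent evidence. The same pick favours a lower level after ABA in ost1-2 sal1-8 than in wild type. They were tested among the brightest probe sets of the whole array. The PP2CA call against ost1-2 ended without ost1-2 ABA G (-2.58, adjusted p = 0.068, the highest of its alternatives, from 8.5e-05), and the HAB2 call against wild type without ost1-2 sal1-8 ABA B (-0.71, adjusted p = 0.050, the highest, from 9.3e-04). The rise of HAB2 in ost1-2 sal1-8 no longer passed without its mock C (0.85, adjusted p = 0.056) or ABA E (0.96, adjusted p = 0.059), nor with only its 6 arrays fitted (adjusted p = 0.14, the highest of its alternatives, from 0.0020).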

There are three SnRK2 kinases (including OST1) involved in ABA signaling, but their expression did not substantially change in any genotype under both control and ABA treatments (Figure 3—figure supplement 2D). Since a small degree of ABA signaling is still present in *ost1* but is completely abolished in the *ost1 (snrk2.6) snrk2.2 snrk2.3* triple mutant (Fujii and Zhu, 2009; Nakashima et al., 2009), we investigated whether PAP signaling requires SnRKs by generating a quadruple Col-0 mutant that lacks functional OST1 (SnRK2.6), SnRK2.2, SnRK2.3 and SAL1 (*sal1*-6). The triple *snrk2.2 snrk2.3 snrk2.6* mutant had severely impacted viability and fecundity, and wilted under ambient humidity as expected [Figure 5B and (Fujii and Zhu, 2009)]. Significantly, loss of SAL1 restored turgor in the absence of all SnRKs (Figure 5B), which would suggest the other SnRK2s are not compensating for the loss of OST1 in *ost1*-2 *sal1*-8.

Interestingly, the aforementioned set of characterized and putative ABA signaling genes up-regulated in *ost1*-2 *sal1*-8 contain 21 genes that are either ABA-inducible in wild type but constitutively up-regulated in *ost1*-2 *sal1*-8; or not transcriptionally ABA-inducible in wild type leaves but ABA-inducible in *ost1*-2 *sal1*-8 (Supplementary file 2). The gene list includes transcription factors, CDPKs and CIPKs which have the potential to individually or collectively function to restore ABA sensitivity in *ost1*-2 *sal1*-8, particularly since many of these proteins have already been shown to be key regulators of ABA responses (see Discussion). Significantly, many of the CDPKs in this list are related to group II CDPKs known to regulate SLAC1, but their function(s) remain unverified. Therefore, we investigated whether PAP could also regulate novel ABA signaling proteins in addition to the known proteins.

As an exemplar proof-of-concept, we investigated four CDPKs, CDPK32, 34, CRK2 and 8, which are largely uncharacterized with respect to their functions in guard cells despite their close sequence relatedness to other subgroup II CDPKs known to regulate SLAC1 (Cheng et al., 2002; Geiger et al., 2010; Brandt et al., 2012, 2015). The four CPDKs were up-regulated in the leaves of *ost1*-2 *sal1*-8, as evidenced in both transcriptomes and qPCR experiments (Figure 5E). 

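CRK2, a CDPK-related kinase, was higher in ost1-2 sal1-8 than in wild type in mock plants. Relative to wild type mock, it was higher by 1.07 on the log2 scale in ost1-2 sal1-8 mock (2.10-fold, SE 0.32, adjusted p = 0.022, limma, n = 3 and 3) and by 1.86 in ost1-2 sal1-8 after ABA (3.64-fold, SE 0.32, adjusted p = 2.5e-04). In wild type, CRK2 rose after ABA by 1.82 (3.54-fold, SE 0.32, adjusted p = 7.3e-04). Between ost1-2 sal1-8 and wild type after ABA, CRK2 differed by 0.04 (SE 0.32, adjusted p = 0.94), which did not pass the test. CRK8, a related kinase, differed from wild type mock by 0.69 in ost1-2 sal1-8 mock (1.61-fold, SE 0.26, adjusted p = 0.074), which did not pass the test, and was higher by 1.02 in ost1-2 sal1-8 after ABA (2.03-fold, SE 0.26, adjusted p = 0.0081). Of 42 CDPKs and CRKs listed beforehand, 6 were measured, 5 of them named by the array annotation. Of these 5, 1, CRK2, was higher in ost1-2 sal1-8 mock (2 higher and 1 lower when adjusted over the list alone), and the set did not pass the test (fry, adjusted p = 0.40). The other, CPK27, is named only by the paper's table of genes responding to ABA in wild type and differed by -0.37 in ost1-2 sal1-8 mock (SE 0.27, adjusted p = 0.34). The CRK2 call in mock plants ended without wild type mock C (0.86, adjusted p = 0.11), wild type mock A (0.84, adjusted p = 0.11) or ost1-2 sal1-8 mock F (0.71, adjusted p = 0.13), and with only the groups compared (adjusted p = 0.15, the highest of its alternatives, from 6.7e-04). For CRK8, the mock difference passed without wild type mock F (0.92, adjusted p = 0.022), without ost1-2 sal1-8 mock F (0.89, adjusted p = 0.038) and with array weights (adjusted p = 0.0086, the lowest of its alternatives, up to 0.28), and the call after ABA ended without wild type mock A (0.81, adjusted p = 0.053, the highest, from 0.0015).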

Significantly, all four CDPKs were also up-regulated in *ost1*-2 *xrn2*-1 *xrn3*-3, suggesting that their transcription can be regulated by PAP-XRN signaling (Figure 5E). We undertook a series of biochemical and electrophysiological approaches since CDPKs are typically functionally redundant (Boudsocq and Sheen, 2013) and sextuple mutants and overexpression may have confounding effects. Since a key role for CDPKs is phosphorylation of the anion channel SLAC1 (Geiger et al., 2010; Brandt et al., 2012, 2015), and ion channel activity is restored in *ost1*-2 *sal1*-8 (Figure 3), we tested the ability of the four CDPKs to regulate SLAC1 activity. In *Xenopus laevis* oocytes, strong and significant activation of SLAC1 anion currents were elicited upon co-expression of CDPK32 or CDPK34 with SLAC1 compared to non-kinase injected or water injected controls (Figure 5C, Figure 5—figure supplement 1A). CRK2 and CRK8 also activated SLAC1 comparable to that by OST1 (Figure 5D, Figure 5—figure supplement 1A). Consistent with these results, *CDPK34* is expressed in *ost1*-2 *sal1*-8 guard cells (Figure 5—figure supplement 1B) and guard cell expression is already reported for *CDPK32*, *CRK2* and *CRK8* (Yang et al., 2008; Wang et al., 2011; Boudsocq and Sheen, 2013).

Given that ABA induces cytosolic Ca^2+^ ([Ca^2+^]_cyt_) transients which activate the CDPKs and CBLs/CIPKs known to regulate stomatal closure (Batistic and Kudla, 2009; Geiger et al., 2010; Brandt et al., 2012; Hubbard et al., 2012; Brandt et al., 2015) we measured [Ca^2+^]_cyt_ transients in 29 different yellow cameleon (YC3.6) guard cells of leaf peels treated with PAP. During our measurements we observed cells with spontaneous [Ca^2+^]_cyt_ increases and cells without [Ca^2+^]_cyt_ transients, which were consistent with previous observations (Grabov and Blatt, 1998; Staxen et al., 1999). These fluctuations clustered into three types of oscillation patterns, but significantly in none of these were [Ca^2+^]_cyt_ transients increased by PAP (Figure 6).

**Figure 6.**
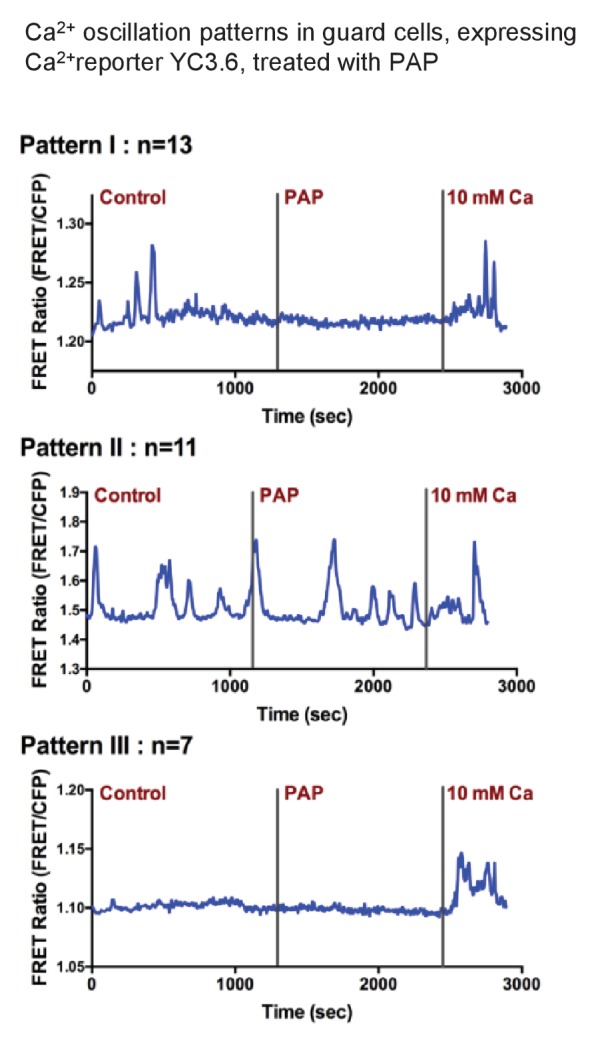
Exogenous PAP does not stimulate cytosolic Ca^2+^ transients in guard cells. Three representative Ca^2+^ oscillation patterns obtained from time-resolved Ca^2+^ imaging experiments with PAP treatment. Numbers of observed cells in each group are labeled above each graph (measurements were obtained from 10 different plants). Guard cells of YC3.6 plants were monitored for their FRET emission at 535 nm and 480 nm. FRET ratio increases after the addition of 10 mM Ca^2+^ suggesting the cells are capable of sensing intracellular Ca^2+^ level changes. **DOI:** http://dx.doi.org/10.7554/eLife.23361.014

Since PAP up-regulated multiple Ca^2+^ signaling proteins but does not influence calcium transients, we investigated whether PAP instead requires Ca^2+^. Indeed, PAP-mediated closure relied on a sufficient concentration of Ca^2+^ (Figure 7A) and was prevented by addition of intracellular and extracellular Ca^2+^ chelators (Figure 7B). Also, the kinetics and extent of PAP-mediated closure in leaf peels were attenuated compared to ABA by low exogenous calcium in the treatment buffer (Figure 7C). The enhanced ability of ABA compared to PAP in closing stomata under low calcium reflects ABA-mediated release of internal Ca^2+^ stores and activation of Ca^2^-independent SnRKs.

**Figure 7.**
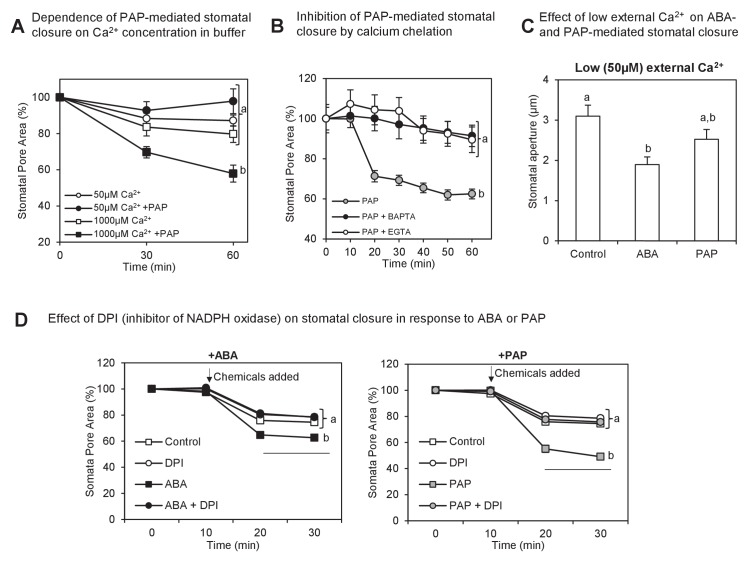
Interaction between PAP-mediated signaling with Ca^2+^. (**A**) Wild type stomatal aperture with or without PAP in the presence of low (50 µM) Ca^2+^ or high (1 mM) Ca^2+^ in the measuring buffer. Means ± SEM for 9–10 stomata per treatment are shown. Significant differences between treatments at t = 60 min (ANOVA, p<0.05) are indicated by a, b. (**B**) Stomatal aperture in leaf peels treated with PAP and an intracellular calcium chelator (BAPTA-AM) or an extracellular calcium chelator (EGTA).Values are relative to control (measuring buffer). Means ± SEM for 18 stomata from four plants per treatment are shown. Significant differences between treatments at t = 60 min (ANOVA, p<0.05) are indicated by a, b. (**C**) Stomatal aperture in leaf peels treated with control (ethanol), 100 µM PAP or 10 µM ABA in the presence of low Ca^2+^ (50 µM). Means and SEM for four plants with >28 stomata per plant are shown. Significant differences between treatments (ANOVA, p<0.05) are indicated by a, b. (**D**) Stomatal aperture in leaf peels that were pretreated with 20 µM diphenyleneiodonium (DPI) prior to treatment with either 100 µM PAP or 100 µM ABA, in measuring buffer. The control treatment was leaf peels which were not pretreated with DPI and were treated with measuring buffer. Values are means ± SEM for 41–51 stomata per treatment. Final level of closure was considered by ANOVA after treatment; significant difference (p<0.05) denoted a, b. **DOI:** http://dx.doi.org/10.7554/eLife.23361.015

In Figures 3 and 4 we observed that ROS bursts in response to ABA are restored in *ost1*-2 *sal1*-8 and *ost1*-2 *xrn2*-1 *xrn3*-3; and exogenous PAP induces ROS bursts in *ost1-*2. Therefore we tested the dependency of PAP-mediated stomatal closure on ROS production by NADPH oxidases, which are Ca^2+^-regulated. Inhibiting ROS production by NADPH oxidases using the NADPH oxidase inhibitor diphenyleneiodonium (DPI) inhibited PAP-mediated stomatal closure (Figure 7D). Collectively the results suggest that PAP-XRN retrograde communication can participate in ABA signaling and stomatal closure through an interaction with Ca^2+^.

### The interaction between PAP and ABA signaling extends beyond guard cells and stomatal closure to seed dormancy and germination

To further test the general applicability of our observations on the intersection of PAP with ABA and guard cell signaling we moved to another important biological process that is distinct physiologically, but still preserves many of the components of ABA signaling in guard cells, namely seed dormancy and germination. We quantified PAP in dry seeds of *sal1-6* and it is indeed elevated compared to wild type (Figure 8A).

**Figure 8.**
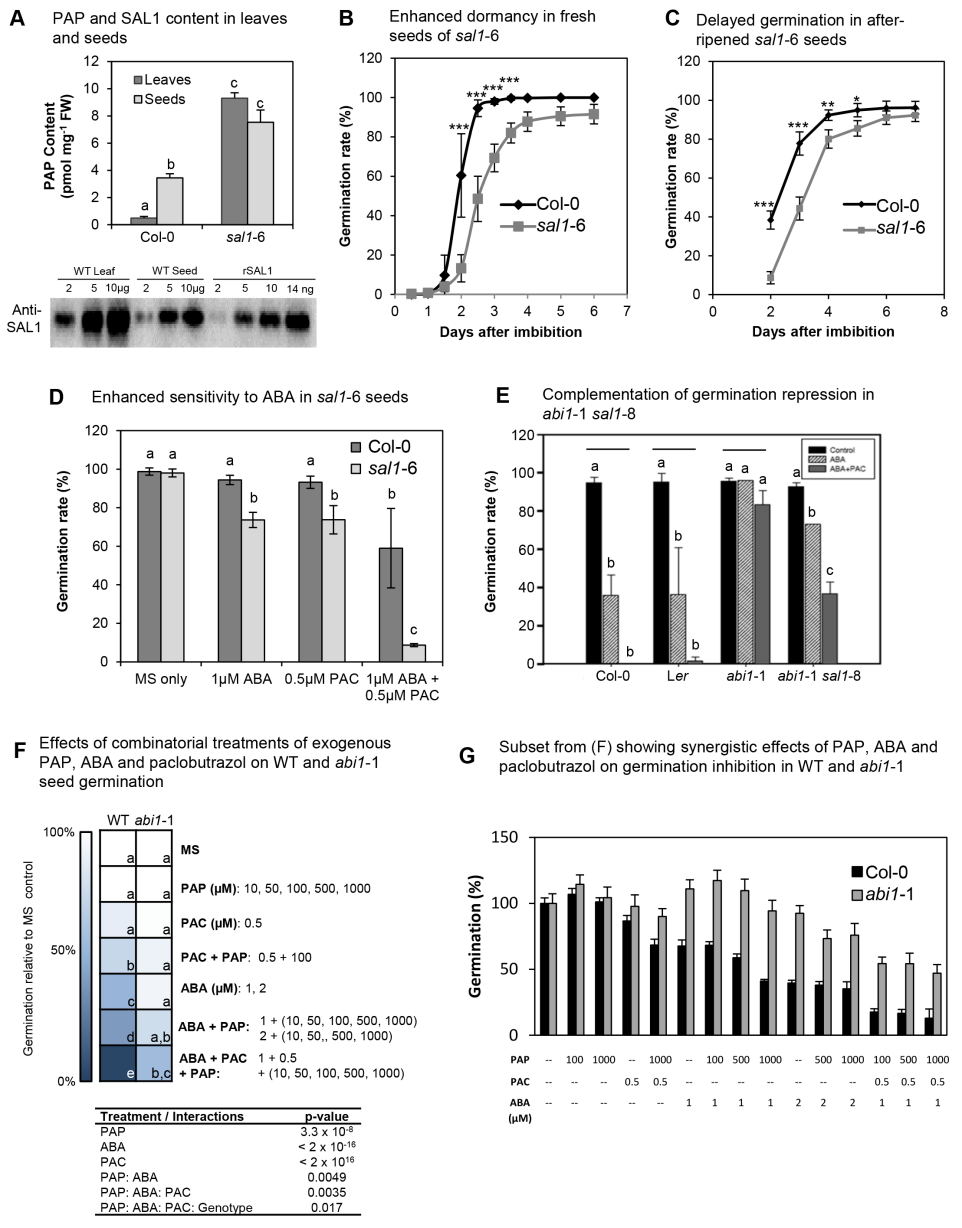
PAP also acts as an ABA secondary messenger in Arabidopsis seeds. (**A**) PAP levels in wild type and *sal1*-6 leaves and seeds. Data are means ± SEM, n = 3. Significantly different groups (p<0.05) are shown as a, b, c. Western blot of total protein probed with anti-SAL1, together with rSAL1 recombinant protein control. (**B**) Germination rates (radicle emergence) of wild type and *sal1*-6 seeds harvested fresh and plated straight onto 0.8% agarose without prior storage, stratification or sterilization. Values show averages of five to eight plates containing at least 70 seeds per plate ± SEM. Significant differences at p<0.001 (***) or at p<0.05 (*) compared to wild type are shown. (**C**) Germination rates (radicle emergence) of wild type and *sal1*-6 non-stratified seeds that were after-ripened at room temperature for one month post-harvest. Values show averages of five plates containing at least 70 seeds per plate ± SEM. Significant differences at p<0.001 (***), p<0.01 (**) or p<0.05 (*) compared to wild type are shown. (**D**) Germination rates of mature dry wild type and *sal1*-6 seeds sterilised and sown on MS plates with appropriate chemicals added before stratification and growth. At least 70 seeds were sown in a plate per genotype and eight replicates per genotype per treatment were prepared. Data are means ± SD. Significant difference groups (p<0.05) are shown (a, b, c). (**E**) Germination rates of wild type, *abi1*-1 and *abi1*-1 *sal1*-8 in the presence of 1 µM ABA or ABA + 0.5 µM of a GA biosynthesis inhibitor: paclobutrazol (PAC). Bar graphs represent the average of two independent experiments (n = 90 seeds per genotype per experiment) ± SEM. Significant difference (p<0.05, *) compared to respective controls. n.s: not significant. (**F**) Germination rates of WT and *abi1*-1 seeds under combinatorial treatments of ABA (1, 2 µM), paclobutrazol (0.5 µM) and PAP (10, 50, 100, 500, 1000 µM), shown as a heat map. Multivariate analysis of the complete dataset shows highly significant treatment interactions (table) and were used to calculate significant difference groups (a, b, c, d, e; p<0.05) within a genotype. (**G**) Subset result of (**F**) showing individual germination rates for WT and *abi1*-1 in response to specific combinations of ABA, paclobutrazol and PAP. For both (**F**) and (**G**) n = 70 seeds x 5 plates = 350 seeds per genotype per combinatorial treatment. **DOI:** http://dx.doi.org/10.7554/eLife.23361.016

**Figure 8—figure supplement 1.**
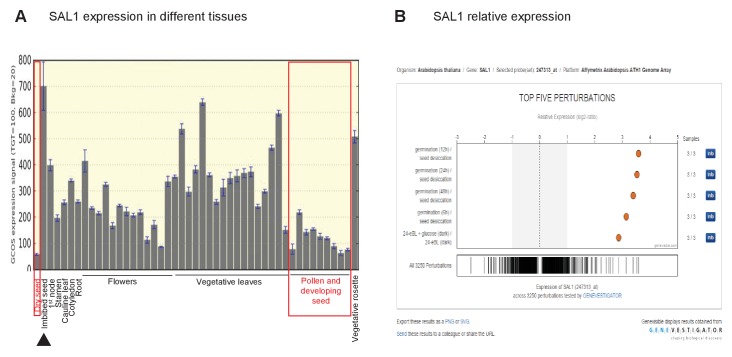
Role of SAL1 and PAP in regulating seed germination. Wild type seed differentially regulates *SAL1* transcript and protein abundance to accumulate more PAP than leaves. (**A**) *SAL1* expression is the lowest during seed development and in dry seed (red boxes), and highest when the seed is imbibed (black arrow). Data visualized from publically-deposited microarray data using eFP Browser. (**B**) Analysis of publically-deposited microarray data in Genevestigator using the Genevisible tool reveals that the top four environmental changes that exert the highest degree of change in *SAL1* transcript abundance, out of >3000 perturbations, are the transition from dry seed to germinating seed. This suggests that the transcriptional repression of *SAL1* and the associated PAP accumulation in seed are key aspects of seed development and dormancy. **DOI:** http://dx.doi.org/10.7554/eLife.23361.017

We investigated whether the elevated PAP content in *sal1* seeds affected seed dormancy and germination. In freshly-harvested seeds, *sal1*-6 had increased dormancy compared to wild type (Figure 8B). Furthermore, *sal1*-6 seeds that were after-ripened at room temperature to break seed dormancy still germinated slower than similarly treated wild type seeds (Figure 8C).

Next, we investigated if there is an interaction between genetically-elevated PAP and ABA in seeds. We found that *sal1* seed had enhanced repression of germination in response to exogenous ABA and paclobutrazol (a gibberellic acid biosynthesis inhibitor) and was most pronounced when both ABA and paclobutrazol were added (Figure 8D).

To further assess the interaction of PAP with ABA and GA on seed germination, we investigated the responses of wild type, *abi1*-1 and *abi1*-1 *sal1*-8 seed [*abi1-*1 seeds are also ABA insensitive (Koornneef et al., 1984), whereas *ost1*-2 does not have a seed phenotype]. As expected exogenous ABA and paclobutrazol had no significant effect on *abi1*-1 germination rates, but ABA responsiveness was restored in *abi1*-1 *sal1*-8, albeit not to the same extent as wild type (Figure 8E).

We then undertook a twice-replicated experiment using combinatorial treatments of ABA (0, 1, 2 µM), paclobutrazol (0.5 µM) and PAP (10, 50, 100, 500 and 1000 µM) on intact wild type and *abi1-*1 seeds. The combined results are plotted as a heat map with the corresponding analysis of variance (Figure 8F), and, a subset of the experiment is plotted (Figure 8G). PAP treatment significantly repressed wild type and *abi1-*1 germination in combination with ABA and paclobutrazol in a dose-dependent manner, but not by itself. The combinatorial treatments lowered Col-0 germination from 100% to <20% and for *abi1-*1 from 100% in the presence of 1 or 2 µM ABA to <50%. Thus, the genetic and biochemical evidence indicate that PAP functions in ABA-mediated germination control and complements *abi1-*1 in a manner analogous to results in guard cells.

Of interest was the observation that PAP content in wild type seeds was seven-fold higher than in leaves (Figure 8A). In leaves, oxidatively-stressed chloroplasts inhibit SAL1 activity but do not alter its abundance (Chan et al., 2016b); whereas during seed desiccation the chloroplasts in seeds de-differentiate into small non-photosynthetic plastids (Mansfield et al., 1991; Mansfield and Briarty, 1992; Liebers et al., 2017). Therefore we investigated whether PAP accumulation in seeds similarly reflected the oxidizing environment of seed desiccation, or, other mechanisms such as regulation of SAL1 abundance. *SAL1* transcript abundance in seeds is the lowest amongst all *Arabidopsis* developmental stages and dry seed imbibition increases SAL1 expression greater than 10-fold, constituting the most dramatic change in SAL1 expression across 3000 different perturbations (Figure 8—figure supplement 1A,B) (Zimmermann et al., 2004). Associated with the elevated PAP and lower *SAL1* mRNA levels we did observe substantially decreased SAL1 protein abundance in seeds compared to leaves (Figure 8A). Therefore unlike leaves, in seeds PAP accumulation and signaling may be modulated by a downregulation of SAL1 abundance.

## Discussion

In this study we present evidence for organelle retrograde signaling functioning in concert with hormonal signaling in guard cells to mediate stomatal closure and in seeds to mediate dormancy and germination. This new role was discovered *via* the unexpected ability of PAP to restore ABA-responsiveness in the two canonical *ost1*-2 and *abi1*-1 mutants that function near the apex of ABA signaling and further demonstrated independently in wild type plants (Figures 1, 3, 5 and 8, Figure 1—figure supplement 3). Complementation of *ost1*-2 and *abi1*–1 occurred whether PAP levels were genetically or exogenously manipulated and traits observed to be restored include ABA-inducible gene expression, ROS bursts, ion fluxes, gas exchange and aperture. Similarly, dormancy and germination are impacted by elevated PAP in both wild type and *abi1*-1. These findings raise a series of questions. First, how do these observations relate to PAP perception and its effects on ABA biosynthesis and signaling in guard cells and seeds? Second, how can the observed effects of PAP explain the complementation of ABA-insensitive mutants? Finally, what is the physiological relevance of these findings *in planta*?

### PAP perception and its influence on ABA biosynthesis and responses

We have previously reported that ABA content can be elevated by PAP in *sal1*-8 (Rossel et al., 2006). Similar trends were observed herein, although the differences were not statistically significant between *ost1*-2 *sal1*-8 and *ost1*-2 due to high variability between replicates (Figure 1—figure supplement 3). This enables formulation of an hypothesis that the primary mechanism of action of PAP is to stimulate ABA biosynthesis. Such a function for PAP may contribute to the lower *g*_s_ and seed dormancy in *sal1* and PAP-treated wild type, which have functional ABI1 and OST1 (Figures 1 and 8). However, would elevation of endogenous ABA restore responsiveness in mutants that are insensitive to exogenous ABA? The triple *snrk* mutant has little to no response to ABA despite accumulating three-fold more endogenous ABA than wild type (Fujii and Zhu, 2009; Nakashima et al., 2009) and similarly the *ost1*-2 mutant is largely insensitive to ABA (Mustilli et al., 2002; Fujii and Zhu, 2009; Nakashima et al., 2009). Yet, *ost1*-2 and the *snrk* triple mutant were complemented by *sal1* and PAP treatments (Figures 1, 3 and 5). Another expectation if PAP primarily rescued ABA sensitivity in the double mutants by enhancing ABA content is that there could be evidence for constitutive rescue and enhanced sensitivity to ABA in the double mutants in response to the elevated endogenous ABA. However, we did not observe evidence for this either in the transcriptional, stomatal aperture or *g*_s_ properties of *abi1*-1 *sal1*-8 and *ost1*-2 *sal1*-8 (Figures 1 and 3). Therefore, while PAP may also function by up-regulating ABA levels we conclude it primarily acts by facilitating a signaling response to exogenously applied or endogenously stress-induced ABA.

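In mock-treated plants, the mean level of the ABA marker genes of ost1-2 sal1-8 did not lie above that of wild type. LTI30 was lower in ost1-2 sal1-8 mock than in wild type mock, by a log2 change of -1.36 (SE 0.29, adjusted p = 0.0021, limma, n = 3 and 3), and so was COR47, with -1.13 (SE 0.23, adjusted p = 0.0018). Of the 6 annotated marker genes, 2 were lower and 0 higher (2 lower and 0 higher when adjusted over the list alone and at an unadjusted p under 0.05; fry, adjusted p = 0.070), and of the 20 measured, 5 were lower and 0 higher (5 lower and 1 higher when adjusted over the list alone and at an unadjusted p under 0.05; fry, adjusted p = 0.12). Over the 882 transcripts that ABA raised in wild type, the median difference of ost1-2 sal1-8 mock from wild type mock was -0.03 on the log2 scale, and over the 778 that it lowered the median was 0.02. Of these transcripts, 48.1% differed in the direction of the ABA response. Other transcripts did differ between the mock plants. AT1G68526 was the most strongly raised, with 7.17 in ost1-2 sal1-8 (SE 0.36, adjusted p = 5.7e-11) and 7.13 in sal1-8 (SE 0.36, adjusted p = 9.1e-11), and AT2G25510 the most strongly lowered in ost1-2 sal1-8, with -7.90 (SE 0.40, adjusted p = 6.4e-11). In total 2318 transcripts differed between ost1-2 sal1-8 mock and wild type mock, 1478 higher and 840 lower. With each array centred on its median the split was 1077 higher and 1659 lower, and with a further quantile normalization 1227 higher and 1164 lower. These comparisons also hold the differences between Col-0 and Ler. The wild type mock arrays both picked the ABA-responsive transcripts and served as the reference.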

For PAP to mediate ABA responses, it must be perceived by the cell. One hypothesis is that PAP could bind to, and affect, the activity of ABA signaling proteins. None of the ABA receptors have known adenosine binding domains and as the signaling downstream of these receptors is still blocked in *abi1*-1 and *ost1*-2, then direct receptor activation by PAP binding would be inconsistent with the restoration of ABA perception in the double or quadruple *snrk sal1* mutants (Figures 1B and 4B) and *abi1*-1 *sal1*-8 (Figures 1 and 8). PAP has been reported to also bind to poly (ADP-Ribose) Polymerase (PARP) and Nucleotide Diphosphate Kinase (NPDK) proteins in mammals (Schneider et al., 1998; Toledano et al., 2012), but in plants no interaction partners other than XRNs have been described for PAP. Nor is PAP known to bind any ABA signaling proteins. Although additional PAP targets cannot be precluded our results herein indicate that PAP is primarily perceived and participates in ABA signaling through its established retrograde signaling target proteins, the XRNs (Figure 4, discussed below).

In retrograde signaling PAP levels are regulated in the chloroplast (Chan et al., 2016b), it is transported into the cytosol (Gigolashvili et al., 2012) and its only reported sites of perception in plants are nuclear exoribonucleases (Estavillo et al., 2011; Hirsch et al., 2011). Herein we observe that *ost1*-2 *xrn2*-1 *xrn3*-3 phenocopies *ost1*-2 *sal1*-8 at multiple levels of ABA responses and exhibits restoration of ABA-dependent stomatal closure in whole plants and leaf peels, ROS burst and ion fluxes (Figure 4). As further discussed below, *ost1*-2 *xrn2*-1 *xrn3*-3 also phenocopies *ost1*-2 *sal1*-8 in up-regulating expression of CDPKs capable of regulating SLAC1 activity in oocytes. Additionally, the petiole feeding experiments where we co-fed ATP (which we propose would inhibit import of PAP into the chloroplast) or LiCl [which is reported to inhibit chloroplastic SAL1 (Quintero et al., 1996)] provide results consistent with modulation of the intracellular PAP pathway. Therefore, while we do not exclude the possibility that PAP is partially sensed inside or outside the cell in an XRN-independent manner; given the similarity of complementation whether endogenously manipulated or exogenously applied to seeds, leaves and epidermal peels we favor the explanation that PAP acts as an agonist of ABA physiological responses by acting *via* XRNs in its established retrograde signaling pathway.

The exogenous PAP-mediated closure within 10–30 min (Figure 2) could be consistent with a transcriptional response, as nuclear transcription in response to chloroplast stress can commence within 20–60 s (Vogel et al., 2014; Suzuki et al., 2015). Eukaryotic transcription and translation rates are also sufficiently rapid as only three minutes are required for the de novo synthesis of a typical 50 kDa protein (Milo and Phillips, 2015).

A large proportion of the genes induced by ABA in wild type leaves were not induced in *ost1-*2, but were significantly induced in *ost1-*2 *sal1*-8 leaves, such that they were no longer significantly different to wild type plus ABA, albeit attenuated. Additionally, various ABA signaling genes, including multiple Ca^2+^ sensor proteins (CDPKs, CBLs, CIPKs) that regulate ion channel activity either directly by phosphorylation or indirectly *via* ROS production (Batistic and Kudla, 2009; Simeunovic et al., 2016), as well as two transcription factors that each regulate multiple genes, were up-regulated in *ost1*-2 *sal1*-8 +/− ABA (Supplementary file 2). 

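The response of ost1-2 sal1-8 was set directly against that of ost1-2. These genotypes also differ in ecotype, from which an effect of sal1-8 on the response cannot be told apart here. AFP1, an ABI5-binding protein, responded more in ost1-2 sal1-8, with a difference of ost1-2 minus ost1-2 sal1-8 of -3.72 on the log2 scale (SE 0.52, adjusted p = 0.0031, limma, n = 2 and 2 against 3 and 3), and so did RD26, a NAC transcription factor, with -4.03 (SE 0.61, adjusted p = 0.0056). Both are named by the paper's table of genes responding to ABA in wild type and were tested among the brightest probe sets of the whole array. AGL42 responded more in ost1-2, by 3.72 (SE 0.57, adjusted p = 0.0081). Of the 6 annotated ABA marker genes, 0 passed with limma (4 when adjusted over the list alone and 4 at an unadjusted p under 0.05, each stronger in ost1-2 sal1-8), and as a set they responded more in ost1-2 sal1-8 (fry, adjusted p = 0.027; adjusted p = 0.12 with an estimated correlation). Of the 20 measured, 4 responded more in ost1-2 sal1-8 (15 when adjusted over the list alone; fry, adjusted p = 7.9e-05; adjusted p = 0.0025 with an estimated correlation). The mock levels differed, however. Relative to wild type mock, the mean of the 6 genes was 1.12 in ost1-2 mock and -0.52 in ost1-2 sal1-8 mock. After ABA it was 1.47 in ost1-2 and 0.88 in ost1-2 sal1-8, so that the larger response did not end at a higher level. Over the 20 it went from 1.35 to 1.46 in ost1-2 and from -0.24 to 1.75 in ost1-2 sal1-8. Over all transcripts tested, 31 responded differently, with the log2 response higher in ost1-2 sal1-8 for 28 and higher in ost1-2 for 3. A higher response by sign can also stem from a fall in the other genotype. Of the 882 transcripts that rose in wild type, 0 rose in ost1-2, 160 (18.1%) in sal1-8 and 146 (16.6%) in ost1-2 sal1-8. Independent lists of these lengths would share 12.2 and 12.5. Of the 146, 88 did not differ between ost1-2 sal1-8 and wild type after ABA, and 23 responded differently in ost1-2 and ost1-2 sal1-8. Of the 778 that fell in wild type, 42 fell in ost1-2 sal1-8 (5.40%) and 56 in sal1-8 (7.20%). The count of 31 was 132 with only the groups compared, 300 with array weights, 19 with the run as a block, 3 and 0 without ost1-2 mock A and ABA G (as was the call of RD26 lost without ABA G: -3.70, adjusted p = 0.063, the highest of its alternatives, from 1.7e-04), 54 and 47 without wild type mock F and ABA D, and 58, 14, 16, 15 and 12 without ost1-2 sal1-8 mock F, mock C, mock A, ABA E and ABA D. The call of AGL42 ended without ost1-2 ABA G (3.94, adjusted p = 0.069, the highest of its alternatives, from 2.5e-05).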

The transcriptional response in *ost1-*2 *sal1*-8 +/− ABA reports on two facets of PAP- ABA interactions: one is that ABA-signaling is indeed restored at the transcriptional level as well as the physiological level; the second is that it may provide insight into which proteins are key for this restoration.

### How does PAP interact with ABA and guard cell signaling?

Genes simply restored to wild type levels after ABA treatment in *ost1*-2 *sal1*-8 more likely reflect the effect of complementation, not the cause of it. If the mechanism of PAP complementation is at least in part transcriptionally regulated then candidate gene(s) would need to collectively restore ABA responsiveness and be constitutively up-regulated in *ost1-*2 *sal1*-8 by PAP. The second category would be genes that are non-ABA inducible in wild type leaves but are ABA-inducible in *ost1*-2 *sal1*-8 (Supplementary file 2). This for example could include ABA receptors, PP2Cs or SnRKs that can bypass ABI1 and OST1. However, the seven ABA receptors detected as expressed were either suppressed or unchanged and no changes in expression of PP2Cs could readily explain the complementation. Likewise, the expression of the three SnRK2 kinases did not change and the quadruple *snrk sal1*-6 mutant conferred drought tolerance arguing against a role for the other SnRKs (Figure 5B).

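PYL4 and PYL8, receptors of ABA, fell after ABA. PYL4 changed by -2.98 on the log2 scale in wild type (SE 0.41, adjusted p = 9.0e-05, limma, n = 3 and 3) and by -2.48 in ost1-2 sal1-8 (SE 0.41, adjusted p = 0.0020, n = 3 and 3), with -0.52 in ost1-2 (SE 0.51, adjusted p = 0.77, n = 2 and 2). In mock plants PYL4 differed between ost1-2 sal1-8 and wild type by 0.78 (SE 0.41, adjusted p = 0.19), and after ABA it was higher in ost1-2 sal1-8, by 1.278 (SE 0.41, adjusted p = 0.021). PYL8 changed by -1.23 in wild type (SE 0.23, adjusted p = 0.0014) and by -1.04 in ost1-2 sal1-8 (SE 0.23, adjusted p = 0.018), with -0.48 in ost1-2 (SE 0.29, adjusted p = 0.60). Of 14 receptors listed beforehand, these 2 could be named, both through the paper's table of genes responding to ABA in wild type, so that their fall in wild type is not independent evidence. The same pick favours a higher level after ABA in ost1-2 sal1-8 than in wild type. The PYL8 call in wild type ended with only its 6 arrays fitted (adjusted p = 0.061, the highest of its alternatives, from 6.6e-04), and that in ost1-2 sal1-8 without its mock C (-0.96), mock A (-0.99), ABA D (-0.90) or ABA B (-1.01), at an adjusted p of 0.11, 0.086, 0.095 and 0.066, over a range of 8.8e-05 to 0.11. The difference of PYL4 after ABA no longer passed without wild type ABA G (1.00, adjusted p = 0.089), wild type ABA D (1.12, adjusted p = 0.082) or ost1-2 sal1-8 ABA B (1.24, adjusted p = 0.054), nor with array weights (0.72), a further quantile normalization (0.80) or the run as a block (1.23), its adjusted p ranging from 0.0045 to 0.16, and the mock difference passed without ost1-2 sal1-8 mock F (1.285, adjusted p = 0.026, the lowest, up to 0.48).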

Intriguingly, PAP up-regulates 21 individual ABA / Ca^2+^ signaling components that fulfill either of the requirements above (Supplementary file 2). The transcription factor MYB61 which is a key transcriptional activator of stomatal closure (Liang et al., 2005) is constitutively up-regulated in *ost1*-2 *sal1*-8 minus ABA. Additionally, MYC2 is non-ABA inducible in wild type leaves but is ABA-inducible in *ost1*-2 *sal1*-8. MYC2 regulates ABA-responsive transcription; and its overexpression leads to enhanced ABA sensitivity *via* constitutive up-regulation of ABA signaling genes (Abe et al., 2003).

Sixteen Ca^2+^ signaling proteins (CDPKs and CBL/CIPKs) also fulfill the aforementioned criteria. For category 1, CRK2 as well as CDPKs 9, 28, 30, 32 and 34 are constitutively up-regulated in *ost1*-2 *sal1*-8. Many of these kinases have unclear functions with regards to ABA signaling, yet are related to group II CDPKs that are known to regulate SLAC1 activity. Interestingly, CDPK32 has key functions in regulating ion channels in pollen tubes (Zhou et al., 2014) and can also bind to and regulate the activity of the ABA transcription factor ABF4 thereby enhancing ABA sensitivity in leaves and seeds (Choi et al., 2005). Two CIPKs that are key regulators of ABA signaling are also constitutively up-regulated in *ost1*-2 *sal1*-8: CIPK6 activates the key guard cell K^+^ channel AKT1 (Lan et al., 2011) and CIPK1 mediates ABA responsiveness in guard cells (D'Angelo et al., 2006). 

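CIPK6, a CBL-interacting kinase, was higher in ost1-2 sal1-8 mock than in wild type mock, by 0.83 on the log2 scale (1.77-fold, SE 0.24, adjusted p = 0.017, limma, n = 3 and 3). After ABA it was higher by 1.69 than in wild type mock (3.22-fold, SE 0.24, adjusted p = 4.1e-05). CIPK6 also rose after ABA in wild type, by 1.46 (2.76-fold, SE 0.24, adjusted p = 3.4e-04). It is named through the paper's table of genes responding to ABA in wild type, which makes that rise no independent evidence. Being picked by a rise also favours low values in wild type mock, the reference of the differences above. Of 36 CBLs and CIPKs listed beforehand, 5 could be named, all through that table, and only CIPK6 is given here. The call in mock plants ended without wild type mock F (0.68, adjusted p = 0.057), wild type mock C (0.80, adjusted p = 0.057) or ost1-2 sal1-8 mock A (0.60, adjusted p = 0.10), and with only the groups compared (adjusted p = 0.10), over a range of 0.0089 to 0.10. CIPK1 could not be named among the probe sets and is not analysed here.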

Another constitutively up-regulated gene, CIPK21, is important for stress tolerance and can interact with multiple CBLs known to regulate ABA signaling (Pandey et al., 2015). We also observed ABA-inducible expression of CRK8 and CDPK19 specifically in *ost1*-2 *sal1*-8 but not in wild type. 

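The response of CRK8 to ABA was 0.33 on the log2 scale in ost1-2 sal1-8 (SE 0.26, adjusted p = 0.84, limma, n = 3 and 3) and -0.33 in wild type (SE 0.26, adjusted p = 0.46, n = 3 and 3). The difference between these responses, wild type minus ost1-2 sal1-8, was -0.66 (SE 0.37, adjusted p = 0.54), and none of the 3 values passed the test. After ABA, CRK8 was higher in ost1-2 sal1-8 than in wild type by 1.35 (2.55-fold, SE 0.26, adjusted p = 7.1e-04). Of the 5 CDPKs and CRKs that the annotation names, 0 changed after ABA in ost1-2 sal1-8 with limma (0 when adjusted over the list alone and 1 upwards at an unadjusted p under 0.05; fry, adjusted p = 0.053), and 1, CRK2, rose in wild type (1 when adjusted over the list alone; fry, adjusted p = 0.41). CPK27 changed by -0.18 in ost1-2 sal1-8 (SE 0.27, adjusted p = 0.96) and by -1.02 in wild type (SE 0.27, adjusted p = 0.011), a fall that is not independent evidence because of the way it is named and that ended with a further quantile normalization (-0.85, adjusted p = 0.055, the highest of its alternatives, from 0.0054). CDPK19 could not be named among the probe sets and is not analysed here.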

Interestingly, CDPK19 regulates ROS homeostasis in guard cells (Zou et al., 2015). The extent to which CIPK transcriptional up-regulation can be correlated with the complementation will require careful investigation because CIPK activity is also regulated post-translationally in a complex manner through combinatorial interactions with different CBLs, PP2Cs and their target proteins (Batistic and Kudla, 2009).

We show that at least four additional non-canonical CDPKs, CRK2 and 8 as well as CDPK32 and 34, can activate SLAC1 in an oocyte heterologous system independently of OST1 (Geiger et al., 2010; Brandt et al., 2012, 2015) (Figure 5, Figure 5—figure supplement 1). Two of them, CDPK32 and 34, are known to be plasma membrane localized (Choi et al., 2005; Myers et al., 2009) which is consistent with SLAC1 localization *in planta*. These results are also in line with the requirement of PAP and CDPK34 for Ca^2+^ [Figure 7 and Myers et al. (2009)], and increase the number of reported SLAC1 activators (Geiger et al., 2010; Brandt et al., 2012, 2015). It would be interesting to investigate whether these CDPKs can also regulate K^+^ channel activity, given the restoration of K^+^ fluxes by PAP and the reported ability of other CDPKs to regulate K^+^ channels (Latz et al., 2013).

So, could over-expression of one of more of the CPDKs be sufficient for complementation of ABA signaling mutants through activation of SLAC1? This hypothesis is viable for *ost1*-2 as CDPKs are not directly regulated by OST1 nor PP2Cs (Boudsocq and Sheen, 2013; Brandt et al., 2015; Simeunovic et al., 2016). The degree of CDPK up-regulation was strikingly similar between *ost1*-2 *sal1*-8 and *ost1*-2 *xrn2*-1 *xrn3*-3 (Figure 5E), and correlate with the restoration of ABA-responsive ion fluxes and stomatal closure in both genotypes. Thus, increased expression of CDPKs may be hypothetically sufficient for the complementation in *ost1*-2 *sal1*-8 and *ost1*-2 *xrn2*-1 *xrn3*-3. Indeed overexpression of CDPK32 in a wild type background has been shown to enhance ABA sensitivity in leaves (Choi et al., 2005). In the dominant *abi1*-1 mutant allele used in this study, however, it is unclear if phosphorylation of SLAC1 by the PAP-upregulated CDPKs alone is sufficient for complementation since there are conflicting reports on whether this dominant PP2C allele can competitively dephosphorylate SLAC1 and thereby negate CDPK action (Geiger et al., 2009; Scherzer et al., 2012; Brandt et al., 2015). More likely additional factors, like CIPKs 1, 6, 21, MYC2 and MYB61 are needed in combination with the CDPKs for the observed restoration of ABA perception and action in absence of OST1 or in the presence of the dominant ABI1-1 PP2C. Whether these factors function in parallel, or are part of a PAP-interaction network where up-regulation of one leads to the induction and activation of the others, requires investigation.

### Complementation of ABA-deficient and -insensitive genotypes

If PAP functions at least partly through Ca^2+^ signaling proteins and requires ABA-induced Ca^2+^ (Figure 7), how can the complementation in the various ABA biosynthesis and ABA-insensitive mutants be explained? In *aba2*-3 *sal1*-8, ABA biosynthesis is not completely inhibited, since the *aba2*-3 allele is leaky (Léon-Kloosterziel et al., 1996; Laby et al., 2000; Barrero et al., 2005). In *ost1*-2, ABA biosynthesis is not affected but the loss of SnRK2 activity strongly impairs ABA perception (Mustilli et al., 2002). Significantly, however, ABA can still activate Ca^2+^ channels in the plasma membrane in guard cells of *snrk* triple mutants (Brandt et al., 2015), which would enable Ca^2+^ entry into the cytosol. This was simulated to a degree in our epidermal leaf peels experiments. The high external Ca^2+^ in the measuring buffer diffuses into the cytosol where it activates Ca^2+^ transients (Figure 6) and enabled exogenous PAP to close *ost1*-2 stomata. This suggests that entry of Ca^2+^ into the cytosol and its intracellular oscillations in response to drought and/or ABA may be sufficient to activate the PAP- and XRN-upregulated proteins, thus restoring ABA sensitivity and stomatal closure in *ost1-2 sal1*-8 and *ost1*-2 *xrn2*-1 *xrn3*-3 (Figures 1B,C and 4).

In *abi1*-1, however, the mutated PP2C protein is insensitive to ABA/PYR-mediated inhibition and presumably there is stronger antagonism of Ca^2+^ signaling proteins by PP2Cs in this mutant. Indeed, we observed that PAP accumulation in *abi1*-1 *sal1*-8 only partially restored germination inhibition by exogenous ABA and paclobutrazol (Figure 8F). Similarly, the germination inhibition of *abi1*-1 by combinatorial treatments of exogenous PAP, ABA and paclobutrazol occurred to a lesser extent compared to wild type; and the synergistic interaction between exogenous PAP and ABA required a higher ABA concentration in *abi1*-1 (Figure 8G). Regardless, our results in guard cells and seeds collectively indicate that PAP is indeed able to act in ABA signaling and partially complement *abi1*-1. It may be ABA-mediated inhibition of the remaining eight group A PP2Cs (Hauser et al., 2011; Komatsu et al., 2013) in conjunction with PAP-XRN-mediated upregulation of transcription factors, CDPKs and CIPKs (Supplementary file 2) can alter the transcription of downstream ABA signaling genes as well as the ratio between phosphorylation and dephosphorylation of multiple target proteins. Future research would seek to determine the exact nature of the interrelationship between ABA, Ca^2+^ and PAP.

### Physiological functions and a model for PAP in ABA signaling

Our findings raise the question of why and for what purpose do plant cells utilize PAP to mediate ABA responses, if the canonical pathway mediated by ABI1 and OST1 is sufficient to close stomata and regulate seed germination. Exogenous and endogenous manipulation of PAP in wild type and *sal1-*8 genotypes where ABI1 and OST1 are still functional lowers stomatal conductance and raises leaf temperature under constitutive conditions and generates a hypersensitive response to exogenous ABA (Figures 1 and 2), and this is replicated in seeds where PAP enhanced germination inhibition by ABA (Figure 8). Collectively, our results indicate that ABA and PAP may act synergistically.

We propose the following working model of how PAP may facilitate ABA-mediated regulation of stomatal function under physiological conditions, thereby integrating cellular responses to oxidative stress and tuning hormonal pathways (Figure 9). Oxidative stress during drought alters chloroplast redox poise to induce a 30-fold PAP accumulation *via* redox regulation of SAL1 (Estavillo et al., 2011; Chan et al., 2016b). PAP accumulation could activate its downstream signaling through XRNs to transcriptionally up-regulate multiple ABA/Ca^2+^ signaling proteins that are normally lowly expressed, and this includes four CDPKs that can activate SLAC1 in oocytes. These observations provide mechanisms for the observed bypass of the canonical pathway in *abi1*-1 *sal1*-8*, ost1*-2 *sal1*-8, and *ost1*-2 *xrn2*-1 *xrn3*-3; and, stomatal closure in PAP-treated leaf peels in the presence of Ca^2+^ as well as the ABA hypersensitivity in *sal1*-8. Interestingly, combinatorial stresses are known to activate additional transcriptional responses compared to single stresses (Suzuki et al., 2014). Our previous findings also showed that *sal1*-8 with higher PAP content has more closed stomata relative to wild type under high light (Rossel et al., 2006). This raises an open question as to whether combinatorial chloroplastic oxidative stresses, such as drought and high light, might lead to more rapid or enhanced PAP signaling to regulate stomata in conjunction with ABA. Interestingly, the role of PAP in ABA signaling in mature seeds suggests that PAP could also be a signal from small, non-photosynthetic immature plastids which de-differentiated from chloroplasts during seed desiccation (Mansfield et al., 1991; Mansfield and Briarty, 1992; Liebers et al., 2017). The regulation of PAP-ABA interaction might occur differently in seeds compared to guard cells, since PAP accumulation appears to be regulated more by SAL1 abundance than chloroplast redox in seeds.

**Figure 9.**
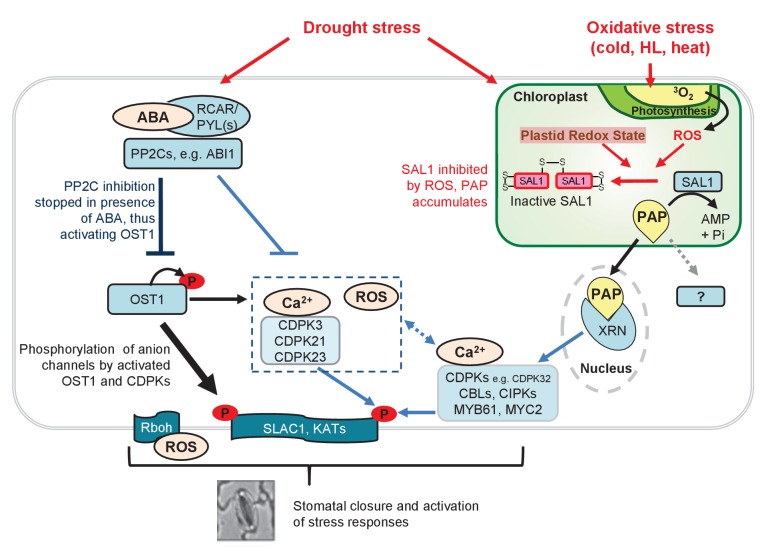
Model for fine-tuning of stomatal closure by PAP retrograde signaling. Proposed intersection between PAP and ABA signaling during drought stress, or in *ost1*-2 *sal1*-8 */ abi1*-1 *sal1*-8 treated with ABA. Binding of ABA to its receptors (PYR/PYLs) inactivates the inhibitory PP2Cs, thus allowing activation of OST1 for phosphorylation of proteins such as transcription factors and SLAC1. This is the major pathway for stomatal closure. Additionally, ABA signaling results in Ca^2+^ release which could activate multiple Ca^2+^ signaling proteins including CDPKs and CBLs/CIPKs thus allowing phosphorylation and activation of SLAC1. Many of these ABA and Ca^2+^ signaling proteins can be regulated by PAP predominantly via PAP-XRN-mediated retrograde signaling. The CDPK activation of SLAC1 can occur in parallel with Ca^2+^-independent OST1, allowing a convergence between chloroplast and ABA signaling at this key anion channel for stomatal closure. It is possible that PAP can also regulate stomatal closure through other proteins, though there is as yet no evidence for this in plants. The relative contributions of each pathway towards control of stomatal closure are indicated by the thickness of the arrows and lines. Solid lines and arrows indicate characterized pathways. Signaling pathways which have not been fully studied are indicated with dashed lines and ‘?'. **DOI:** http://dx.doi.org/10.7554/eLife.23361.018

The canonical ABA pathway mediated by PYL, ABI1, OST1 and Ca^2+^ transients regulate multiple processes in various tissues and specialized cells, including stomatal closure and aspects of seed germination. Our findings provide unanticipated insights into how guard cell or mesophyll chloroplasts may have input into guard cell regulation by mediating an additional ABA pathway that is complementary to and independent of the OST1 signaling network. The ability of SAL1-PAP-XRN retrograde signaling to intersect with ABA signaling in multiple tissues and its complex interactions with Ca^2+^ and ROS raise the hypothesis that PAP has attributes of a secondary messenger. Consequently, PAP-mediated retrograde signaling can now be viewed as more than bilateral communication between organelles and the nucleus as it can act cooperatively with hormone signaling and influence broader physiological outcomes in specialized cells and multiple tissues.

## Materials and methods

### Plant material, growth and stress treatments

Seeds were germinated in soil and kept at 4°C for three days to synchronize germination. Seedlings were grown at 100–150 µmol photons m^-2^ s^-1^, 12 hr photoperiod, 21–23°C and 50–55% humidity, unless otherwise stated. The *alx8* (*sal1*-8, Col-0 background) mutant was crossed with *abi1*-1 (Koornneef et al., 1984), *ost1*-2 (Mustilli et al., 2002) in the L*er* background in order to generate double mutants. Homozygous F2 plants were screened using derived cleavable amplified polymorphic sequence (dCAPS) markers to confirm the presence of individual mutations and sequenced. The Col-0 L*er* F1 hybrid was generated as a control and in most experiments wild type refers to the F1 hybrid; otherwise both parental genotypes were used. The *ost1*-2 *snrk2.2 snrk2.3* triple mutant was obtained from Prof. Sean Cutler (University of California, Riverside) and crossed to the SAL1 null allele *fry1*-6 (sal1*-6*) to generate the quadruple mutant. The *cas* mutant was obtained from Prof. Marc Knight (Durham University). Drought stress treatment was performed as previously reported (Wilson et al., 2009; Estavillo et al., 2011).

ABA at a concentration of 20 µM in water was root fed to hydroponically grown plants or sprayed onto leaves using a Studio Series IS-875 with a 0.5 mm nozzle opening (Iwata). For the investigation of the effect of different chemicals on stomatal closure in whole leaves via petioles, 20 µM ABA (Sigma-Aldrich), 100 mM LiCl, or 1 mM ATP, 1 mM or 100 µM PAP (Sigma-Aldrich) alone or in different combinations were prepared in infiltration buffer (1 mM PIPES KOH pH 6.0, 1 mM Sodium citrate, 1 mM KCl, 15 mM Sucrose) modified from a cordycepin infiltration buffer (Seeley et al., 1992).

For epidermal peels, plants were grown under approximately 80% RH humidity and 12 hr/12 hr and 22/20°C light/dark cycle in a growth chamber as described in Leyman et al. (1999) and Eisenach et al. (2012).

### Protein gel electrophoresis and immunoblotting

Total protein from tissue and cell fractions was extracted in 10% (w/v) tricarboxylic acid in cold acetone. Western blots were performed as previously described (Wilson et al., 2009). In brief, 5 µg of leaf total protein extract and 5 ng of recombinant SAL1 (rSAL1) used as a positive antibody specificity control were resolved on 4–12% (w/v) SDS-PAGE (NuPAGE, Invitrogen), electro transferred to a nitrocellulose membrane and probed with a 1:1000 dilution of polyclonal antibodies raised against rSAL1 (Research Resource Identifier AB_2183225) (Wilson et al., 2009) for 10 min. After three washes with PBS, the blot was incubated with 1:10000 dilution of HRP-conjugated goat anti-rabbit IgG for 10 min, washed three times and developed using the Super Signal West FemtoChemiluminescent detection kit (Pierce) for 5 min.

### Quantification of metabolites

Total adenosines were extracted with 0.1 M HCl, derivatization with chloroacetaldehyde and quantified fluorometrically after HPLC fractionation as previously described (Estavillo et al., 2011). 3′-phosphoadenosine 5′-phosphate (PAP) quantification was performed by integrating the HPLC peak area and converting these to pmol units using standard curves of 1, 5 and 10 pmol standard (Bürstenbinder et al., 2007).

Total leaf ABA content was quantified using a modified ELISA-based method (Van Norman et al., 2014). Approximately 100 mg of leaf tissue was harvested, immediately flash frozen with liquid nitrogen, and ground to a fine powder with a 1/8’ steel ball bearing in a 2 ml Eppendorf tube at 25 Hz for 2 min using the Tissue Lyser II (Qiagen, Germany). ABA was extracted from the ground tissue by shaking overnight (25 rpm, 4°C) in 2 ml of 80% (v/v) methanol, followed by centrifugation (16,000 g) at 4°C. The supernatant was collected, dried under vacuum to 25% of its original volume, and acidified to pH 3.0 using 0.5 M HCl. An equal volume of ethyl acetate was then added and allowed to mix by gentle inversion for 10s. After standing for 30 s the upper organic layer of ethyl acetate was transferred to another 2 ml Eppendorf tube and dried under vacuum to complete dryness. The resulting pellet was resuspended in 1 ml of 1× Tris- Buffered Saline (TBS) [3.03 g/L Trizma base, 5.84 g/L Sodium chloride, 0.2 g/L Magnesium chloride hexahydrate, 0.2 g/L Sodium azide, pH 7.4]. A 1:10 dilution in TBS of each sample was used for the quantification assay, which was performed using the Phytodetek ABA Quantification Kit (Agdia, USA) according to the manufacturer’s instructions.

### Gas exchange measurements

Six-week-old hydroponically grown plants were transferred from nutrient solution (Gibeaut et al., 1997) to the nutrient solution containing 20 µM ABA (Sigma-Aldrich). The effect of ABA on stomatal conductance (*g*_s_) was measured after 2 hr of incubation (three leaves per plant) using an AP4 porometer (Delta-T Devices, UK). For Figure 1—figure supplement 2, measurements of *abi1*-1 and *abi1*-1 *sal1*-8 were performed separately to the other genotypes.

### Infra-red thermography

Leaf temperature was monitored over time using an infra-red (IR) camera FLIR A600-Series, IR lens f = 13.1 mm (FLIR Systems AB, Sweden). The temperature of individual leaves was monitored using the ThermaCAMTM Researcher Pro 2.10 software (FLIR Systems AB) and tissue harvested for total RNA and adenosine extraction after 2 hr of incubation with ABA or water.

### Stomatal bioassays

Stomatal apertures in response to individual and combinatorial chemical treatments (ABA, PAP, ATP, DPI, calcium chelators, AS2) were measured in epidermal peels of newly expanded leaves of three to four-week old plants as described in Leyman et al. (1999) and Eisenach et al. (2012). Stomatal images were taken using a bright- field microscope capable of 400× magnification for 10 min in Opening Buffer (OB: 50 mM KCl, 5 mM MES titrated to pH 6.1 with NaOH) to make sure the stomata stay open before subsequent assays in a physiological Measuring Buffer [MB: 10 mM KCl, 5 mM MES titrated to pH 6.1 with Ca(OH)_2_ (Blatt et al., 1990; Armstrong et al., 1995); final concentration of Ca^2+^ is ~1 mM] or the appropriate chemical (dissolved in MB) for another 20–50 min. The epidermal peels were under the same light intensity (150 µmol m^−2^ s^−1^) as in the growth chamber to avoid dark-induced stomatal closure. Stomata aperture width and length were measured using ImageJ (NIH, USA). The stomatal pore area was calculated using these values under the assumption that the area of a stomatal pore was that of an ellipse. Data are expressed as percentage over the control. For some treatments, epidermal peels were pre-incubated prior to measurement (see below).

The following chemicals were employed to test the role of Ca^2+^ and ROS respectively in PAP-induced stomatal closure: intracellular Ca^2+^ chelator 1,2-bis-(o-Aminophenoxy)-ethane-N,N,N',N'-tetraacetic acid AM ester (BAPTA-AM), extracellular Ca^2+^ chelator ethylene glycol tetraacetic acid (EGTA), and NADPH oxidase inhibitor diphenyleneiodonium (DPI). Thirty minutes before 100 µM ABA / PAP treatment, epidermal peels were preincubated with opening buffer containing 2 mM BAPTA-AM or 20 µM DPI to ensure the diffusion of these compounds into guard cells. In a separate treatment, 5 mM EGTA was added with 100 µM PAP in the measuring buffer (MB, containing ~1 mM Ca^2+^) to chelate external Ca^2+^. An equivalent amount of DMSO was added to the blank MB treatments to account for the DMSO solvent used to solubilize DPI. Stomatal aperture was measured as described above.

ABA or PAP-mediated stomatal closing analyses in the presence of low Ca^2+^ were performed with 3–4 week-old plants grown in a CMP3244 plant growth chamber (Conviron). Epidermal peels were prepared with a perforated Gorilla clear tape (Gorilla Glue) by a modified protocol from Ibata et al. (2013). Briefly, Gorilla clear tape with a hole (approximately 1.5 × 3 mm) was attached to the abaxial side of the leaf and the same tape without a hole attached to the adaxial side. By gently pulling away two tapes, an abaxial epidermal peel was detached with Gorilla clear tape with the hole and the area inside the hole was used for stomatal movement assays. Epidermal peels were incubated in the assay buffer (5 mM KCl, 50 μM CaCl_2_ and 10 mM MES-Tris pH 5.6) for 2 hr before treatment. ABA, PAP or EtOH as a solvent control was added to a final concentration of 10 μM or 100 μM, respectively, for 1 hr incubation. Images were acquired using an inverted light microscope (Nikon Eclipse TS100) equipped with a 40x objective and connected to the Scion camera (Scion Corporation). Initial apertures were measured before ABA or PAP treatment and the same stomates were tracked to measure apertures after treatment. Apertures were measured using Fiji (Schindelin et al., 2012).

### Fluorescence microscopy

The ABA- and PAP-induced accumulation of ROS in guard cells of epidermal peels was measured using 2’,7’-dichlorodifluorescein diacetate (H_2_DCFDA, Invitrogen) according to Wang et al. (2013) and Bonales-Alatorre et al. (2013). After 2 hr of incubation in OB, the epidermal peel was incubated with 20 µM dye dissolved in DMSO and MB for 30 min, and then rinsed with MB three times. Epidermal peels were incubated in ABA or PAP dissolved in MB (or MB only as a negative control) for 10 min. Fluorescence images were taken using a Leica inverted confocal microscope controlled by the LAS AF software (Leica Microsystems, Germany). We used the 496 nm excitation line of an argon multiline laser. H_2_DCFDA fluorescence emission was detected at 505 to 525 nm. Chloroplast fluorescence was detected at 680 to 700 nm in order to separate the autofluorescence of chlorophyll in guard cells. Images were quantified with ImageJ software (National Institutes of Health, USA) according to Burgess et al. (2010). The background signal was measured from an empty region of a similar size and subtracted from the stomata signal to obtain corrected total stomatal fluorescence values. Each stomate was considered to represent a single biological unit and thus fluorescence values were averaged across all stomata at each time point for each treatment. At least three biological replicates were measured for each treatment.

### Guard cell ion flux measurements

The preparation of epidermal peels for ion flux measurements was identical to the stomatal bioassay. Net fluxes of K^+^ and Cl^−^ were measured noninvasively using ion-selective vibrating microelectrodes (the MIFE technique) essentially as described in Chen et al. (2005). Epidermal peels were pretreated with stomatal Opening Buffer for 2 hr (Armstrong et al., 1995) before ABA, PAP and CaCl_2_ treatments. Epidermal peels were fixed on coverglass coated with Dow-Corning silicon prosthetic adhesive (Factor II, Tucson, USA) and placed in a 5 ml measuring chamber containing measuring buffer (10 mM KCl, 5 mM Ca^2+^-MES, pH 6.1). Four electrodes with fine tips (R = 4–6 GΩ) were filled with ion-selective cocktails (Sigma, Buchs, Switzerland) and their tips were aligned and positioned ∼40 µm above the surface of the guard cells. During measurements, electrodes were moved towards and away from the sample in a slow (5 s cycle, 80 µm amplitude) square-wave by a computer-driven micromanipulator. Net ion fluxes were calculated from the measured differences in electrochemical potential for these ions between two positions. Ion fluxes were measured for 10 min in the control to ensure steady initial values before adding 500 µM ABA and PAP and 10 mM CaCl_2_ for another 50 min.

### Oocyte voltage clamps

Electrophysiological recordings using Xenopus laevis oocytes were described previously (Honsbein et al., 2009; Grefen et al., 2010). Constructs with SLAC1, OST1, CDPK32, CDPK34, CRK2, and CRK8 were cloned in an oocyte expression vector. Plasmids were linearized and capped cRNA was synthesized in vitro using T7 mMessage mMachine (Ambion). cRNA quality as a single band was confirmed by denaturing gel electrophoresis. cRNA was mixed to ensure equimolar ratios unless otherwise noted. SLAC1 and OST1 were co-injected in a ratio of 3:1; SLAC1 and individual CDPKs/CRKs were co-injected in a ratio of 2:1. To ensure uniform injections of transcripts, mixtures were made up to a standard volume as necessary with RNase-free water. Stage V and VI oocytes were isolated from mature Xenopus, and the follicular cell layer was digested with 2 mg ml^-1^ collagenase (type 1A; Sigma-Aldrich) for 1 hr. Oocytes were incubated in 96-well plates with ND96 (in mM: 96 NaCl, 2 KCl, 1 MgCl_2_, 1 CaCl_2_, 5 HEPES-NaOH, pH 7.4) for overnight before injection. Around 25 ng of SLAC1 cRNA (with OST1) were injected into each oocyte. Injected oocytes were incubated in ND96 supplemented with gentamycin (5 mg ml^−1^) at 18°C for 3 d before electrophysiological recordings. Whole-cell currents were recorded under voltage clamp using an Axoclamp 2B two-electrode clamp circuit (Axon Instruments). Measurements were performed in I_anion_ measuring solution (in mM: 48 CsCl, 48 NaCl, 1 MgCl_2_, 1 CaCl_2_, 10 MES/TRIS, pH 5.6) for SLAC1 expressing oocytes. The voltage clamp protocols were set at: holding at 0 mV for 1 s, activation at +50 mV for 10 s, testing from +50 to −130 mV for 11 8 s cycles, and holding at 0 mV for 1 s (20 s cycles for SLAC1). All Xenopus experiments received ethical approval (Animal Ethics Application # S-2014–192, University of Adelaide).

### Chemilumiscence detection of ROS burst in plant leaf pieces

Leaves from healthy three-week old Arabidopsis plants were cut into small pieces using a leaf punch and floated on deionized water in individual wells of a 96-well plate overnight at room temperature. The next day, the deionized water was removed and replaced with 90 µl water and 10 µl of luminol master mix [200 µM luminol (Wako Chemicals, USA), 10 µg / ml horseradish peroxidase]. Flg22 elicitor, ABA, PAP or 0.1% ethanol (solvent control) was then gently added into the individual wells without disturbing the leaf pieces, with eight biological replicates per treatment. The plate was gently shaken and luminescence continuously measured in a plate reader (Tecan, USA) for 60 min.

### Ratiometric [Ca^2+^]_cyt_ imaging analysis

Three- to four-week-old plants transformed with yellow cameleon 3.6 (YC3.6) (Mori et al., 2006) were used to prepare epidermal peels. Leaves were attached with the abaxial side facing the glass bottom of the dish (Greiner, Germany) using medical adhesive (Hollister, USA) and upper cell layers were removed with a razor blade. Epidermal peels were incubated in the assay buffer (5 mM KCl, 10 mM MES-Tris (pH 5.6), 50 μM CaCl_2_) for at least 1 hr before imaging. Initial [Ca^2+^]_cyt_ levels in guard cells were monitored for ≈20 min while the assay buffer was perfused with a peristaltic pump. PAP-mediated [Ca^2+^]_cyt_ level changes were monitored after the assay buffer containing 100 μM PAP was perfused. At the end of each experiment, 10 mM CaCl_2_ was perfused into the bath medium to ensure the cells are capable of sensing [Ca^2+^]_cyt_ changes. Ratiometric imaging was conducted according to the method described in Waadt et al. (2014) using an Eclipse TE300 microscope equipped with a Cool SNAP HQ camera (Photometrics, USA), a Mac 2002 System automatic controller, and Cameleon filter set 71007A (D440/20, D485/40, D535/30; Chroma, USA). Images were acquired in intervals of 6 s.

### Imaging

Plant photographs were taken using the Lumix DMC-FZ5 camera (Panasonic, Japan). Examination of Arabidopsis leaves was performed using Cambridge S360 (SEM; 1987; Leica/Cambridge, Wetzlar, Germany). All images were saved in TIFF format and analyzed using ImageJ software. The stomatal index (SI) was calculated as SI = 100 x [S/(E+S)], where S is the number of stomata and E is the number of epidermal cells. Leica microscope (Leica Microsystems GMBH, Wetzlar, Germany) was used to observe changes in stomatal aperture after various chemical treatments. All images were taken using SPOT Advanced software (SPOTTM Imaging Solutions, MI, USA) for Windows version 4.0.9.

For GFP imaging the full length cDNA of SAL1 or of the small subunit of 1,5 Ribulose bisphosphate carboylase/oxygenase (SSU Rubisco) (the plastidic localization control) were cloned as a C-terminal GFP or RFP fusion, respectively, by gateway cloning under the control of the native SAL1 promoter or a 35S promoter respectively (Murcha et al., 2007). Both constructs were co-transformed into Arabidopsis cell suspension. Localization of GFP and RFP expression was conducted using an Olympus BX61 fluorescence microscope and imaged using the CellR imaging software as previously described (Murcha et al., 2007).

### Global transcript analyses

Analysis of the changes in transcript abundance between Col-0L*er*, *sal1*-8, *ost1*-2 and *ost1*-2 *sal1*-8 in the presence or absence of ABA was performed using Affymetrix Arabidopsis gene 1.0 ST arrays. Four week-old plants were sprayed with 20 µM ABA, the expected presence/absence of stomatal closure verified in all genotypes using infrared thermography, and the tissue samples were collected after 45 min of treatment for RNA analyses in biological triplicates using one leaf per sample per genotype per treatment. Total RNA was extracted using the guanidinium thiocyanate-phenol-chloroform extraction method (Chomczynski and Sacchi, 1987) using Trizol (Ambion), DNA removed using TURBO DNase, RNA quality verified using a Bioanalyzer (Agilent Technologies), and spectrophotometric analysis was performed to determine the A260:A280 and A260:A230 ratios. Labeling and hybridization to Affymetrix Arabidopsis Gene 1.0 Arrays was performed by the Ramaciotti Centre for Genomics (University of New South Wales, Sydney, Australia).

Pre-processing and statistical analysis of the Affymetrix Arabidopsis Gene 1.0 ST Arrays was performed in R (v3.1.0) using the Bioconductor packages oligo (v1.28.0) (Carvalho and Irizarry, 2010) and Limma (v3.20.1) (Smyth, 2004, 2005) respectively; and also using Affymetrix Power Tools suite (APT). Data quality checks and analysis were also performed using Partek Genomics Solution (PGS) software version 6.6 (default parameters; Partek, St. Louis, www.partek.com) and near identical results were obtained compared to the R workflow. For R analyses (shown in Figure 3, Figure 3—figure supplement 2, Supplementary file 1) raw cel files were read into R and the exon probe sets were background corrected, quantile normalized and expression values were summarized (using the median-polish) to the transcript level by calling the rma() function (Irizarry et al., 2003a, 2003b) with the target=’core’ option (to summarize to gene level features with the highest annotation confidence/evidence). Affymetrix Power Tools were employed to calculate the detection above background (DABG) probability for each probe set. A gene was considered present if at least one half of its constituent exons were assigned a detection p<0.05, only genes that were detected as present in greater than half the sample replicates in at least one sample group were retained for further analysis. Probe sets were further filtered to remove unannotated and control probe sets as well as any probe set reported to cross-hybridize (only probes annotated as crosshyb = 1 by Affymetrix were retained), giving a final set of 13,780 detected genes.

### Gene expression analysis by qPCR

RNA was extracted from leaf tissue as described above, and reverse-transcribed into cDNA using the Invitrogen Superscript III cDNA Synthesis Kit (LifeTechnologies, USA) according to manufacturer’s instructions. Exactly 1 µg total RNA was incubated with 50 pmol oligoDT primer (65°C, 10 min). Complementary DNA was then synthesised in a 20 µL reaction containing 1 mM dNTPs, 1 × first strand reaction buffer [250 mM Tris-HCl pH 3.8, 375 mM KCl, 15 mM MgCl_2_], RNase inhibitor, and 100 units of Superscript III Reverse Transcriptase. The reaction was incubated at 50°C for 60 min, then the reaction stopped by heating (70°C, 15 min) and placing on ice. cDNA samples were stored at −20°C.

Gene expression was analysed on Roche LightCycler480 (Roche Diagnostics, Germany) by qPCR in 384-well plates, using a relative quantification method (Ruijter et al., 2009). For all experiments, three biological replicates were used per sample group or treatment, and each sample was analysed in three technical replicates. SybrGreen fluorescent intercalating dye (Roche Diagnostics, Germany) was used for quantification of relative transcript abundance. Gene-specific primers as defined in Supplementary file 1 were used.

### In situ gene expression analysis

An in situ RT-PCR was performed directly on epidermal peels as described in Athman et al. (2014). Epidermal peels were performed as described above; however, they were not fixed to a glass bottom chamber with the silicon adhesive. Instead, they were incubated in a fixation solution (2% formaldehyde solution, 63% ethanol, 5% acetic acid) on a microscope slide (Sigma Aldrich, USA). After fixation, the formaldehyde was removed by rinsing the peels with two wash solutions (A: 63% ethanol, 5% acetic acid; B. 0.01M Na_2_HPO_4_, 0.13M NaCl). Subsequently, the epidermal peels were DNAse treated using Ambion TURBO DNAse (LifeTechnologies, USA) as per the manufacturer’s instructions. For first strand synthesis, SuperScript III (ThermoFisher Scientific, USA) was used with polyT/oligodT primers, as per the manufacturer’s instructions. On these products a PCR reaction, incorporating DIG-11-dUTP, was performed using gene-specific primers and cycling conditions as outlined in Supplementary file 1.

To detect PCR products, peels were incubated with an anti-DIG antibody with a conjugated alkaline phosphatase (Roche, Switzerland), which binds to the DIG-labelled PCR products. Staining was achieved through incubation with a substrate of AP, BM purple (Roche, Switzerland), for 1 hr. Epidermal peels were then washed and mounted in 40% glycerol and viewed under a Leica DM5500B Bright Field Microscope, with attached camera, at 40X.

### Statistical analyses

Statistical analysis of differential gene expression was performed in R (version 3.1.3), where a linear model was fitted for the 2-factor design and coefficients determined for each of the 8 genotype x treatment factors (i.e. sample groups analyzed; equivalent to applying a classical genotype*treatment interaction model) using the lmFit function followed by empirical Bayes smoothing of the standard errors using eBays. Contrasts of interest were extracted and decideTests and topTable were applied to determine differentially expressed transcripts between the different conditions/genotypes using the adjust.method=”BH" option for the Benjamini and Hochberg (1995) method to adjust P-values for multiple comparisons. Transcripts were considered differentially expressed where the adjusted P-values were <0.05 (FDR 5%) and absolute fold-change >1.5. Gene-set enrichment tests were conducted using roast (Wu et al., 2010). For the gene-set analyses only probes mapping to a single TAIR10 gene were considered.

For biochemical and physiological experiments analyses of variance (ANOVA) were used to test for significant (p<0.05) differences between three or more sample groups for a particular treatment or time point. In limited cases where just two sample groups of interest were compared, the two-sample student’s t-test assuming equal variance was used. Statistical procedures were carried out using the GraphPadInStat software (version 3.06), unless otherwise stated.

For stomatal aperture measurements, R (version 3.1.3) was used for statistical analyses, performing an ANOVA to test for significant differences (p<0.05) in relative pore area between treatments at each time point using the aov function, as part of the R ‘stats’ package, and modelling stomatal closure (X) with a nested model (timepoint nested within treatment: X ~ Treatment/Timepoint). Additionally, to look at rates of closure, a mixed-effect model was produced taking into account random effects between stomata nested with peels: X ~ Timepoint * Treatment + Peel.ID/Stomate.ID. This model observed only timepoints 10–25 min as this was considered to be the predominant period of stomata closure. This was conducted using the lmer function from the lme4 package (used alongside the lmerTest package which influences the tests performed by the lmer function). Importantly, for these analyses, each stomate was considered to represent a single biological unit. This assumption was confirmed from the mixed effect model produced, which demonstrated that the variation that occurred between stomata from a single epidermal peel (0.1779) was comparable to the variation observed between epidermal peels (0.2490) for a particular treatment.

## Additional files

Supplementary file 1. Global gene expression changes in response to ABA. **DOI:** http://dx.doi.org/10.7554/eLife.23361.019

Supplementary file 2: List of ABA signaling genes transcriptionally altered in *ost1*-2 *sal1*-8 +/- ABA. **DOI:** http://dx.doi.org/10.7554/eLife.23361.020

### Major datasets

The following dataset was generated:

Crisp PA,Estavillo GM,Pogson BJ,2017,Gene expression profiling of retrograde PAP-signaling and ABA-signaling mutants in response to ABA treatment,https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE84997,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE84997)

The following previously published dataset was used:

Assmann SM,2010,Transcriptome analysis of Arabidopsis thaliana G protein subunit mutants in response to abscisic acid (ABA),https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE19520,Publicly available at the NCBI Gene Expression Omnibus (accession no: GSE19520)

# Supplementary material for: A chloroplast retrograde signal, 3’-phosphoadenosine 5’-phosphate, acts as a secondary messenger in abscisic acid signaling in stomatal closure and germination
**Source:** eLife. 2017 Mar 21;6:e23361. doi: 10.7554/eLife.23361
**Supplement:** Supplementary file 2: — DOI: http://dx.doi.org/10.7554/eLife.23361.020

**Supplementary File 2: List of ABA signaling genes transcriptionally altered in *ost1*-2 *sal1*-8 +/- ABA.**

| **Complementation category** | **Type of transcriptional regulation** |
| --- | --- |
| **1** | Constitutive expression of ABA signaling genes in *ost1*-2 *sal1*-8 |
| **2** | ABA-induced mis-expression specifically in *ost1*-2 *sal1*-8, but not in WT |

| **Category** | **Gene** | **Clade / Group** | **AGI** | **Fold Change** | | | **Role(s) in ABA signaling** | **Ref** | **Expression pattern**  **(from eFP Browser) (**[***1***](#_ENREF_1)**)** | **Cat.** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | **ost1-2 alx8** | **ost1-2 alx8 +ABA** | **WT +ABA** |  |  |  |  |
| Transcription factor | MYC2 | - | AT1G32640 | - | 2.71 | - | Transcriptional Regulation | ([*2*](#_ENREF_2)) | Expressed in root, shoot and flowers. Induced in root in response to multiple abiotic stresses. | 2 |
|  | MYB61 | - | AT1G09540 | 0.61 | - | - | Transcriptional Regulation | ([*3*](#_ENREF_3)) | Almost constant expression in all tissue types | 1 |
| Calcium Signaling | Calcium-dependent protein kinase (CDPK)-related kinase 2 (CRK2) | - | AT3G19100 | 2.08 | 3.58 | 3.53 | Role unknown | - | Expressed in most tissues. Induced by osmotic shock and salt stress | 1 |
|  | CDPK-related kinase 8 (CRK8) | - | AT1G49580 | - | 1.98 | - | Role unknown | - | Low in most tissues, highest in developing seed. Downregulated by abiotic stress. | 2 |
|  | Calcium-dependent protein kinase 34 (CDPK34) | II | AT5G19360 | 3.45 | 4.59 | 1.60 | Unknown, but related to group II CDPKs (CDPK3, CDPK21, CDPK23) involved in regulation of anion channels SLAC1 and SLAH3 for stomatal closure | ([*4*](#_ENREF_4)*,* [*5*](#_ENREF_5)) | Undetectable under standard conditions. Induced by multiple abiotic stresses, ABA | 1 |
|  | CDPK9 | II | AT5G23580 | 1.71 | 1.90 | - |  |  | Expressed in multiple tissues. Expression is not induced by stress or ABA. | 1 |
|  | CDPK19 | II | AT5G19450 | - | 1.54 | - | Regulates Catalase 3 (CAT3). KO has lower catalase activity, higher ROS, and diminished calcium inhibition of potassium inward currents. | ([*6*](#_ENREF_6)) | Strong expression in most tissues, but unchanged in response to ABA. Slightly induced in roots in response to osmotic shock | 2 |
|  | CDPK30 | III | AT1G74740 | 0.53 | - | - | Binds to ABA signaling transcription factor ABF4 | ([*7*](#_ENREF_7)) | Weak in all tissues. Not induced by stress or ABA. | 1 |
|  | CDPK32 | III | AT3G57530 | 2.25 | 2.77 | 1.75 | Regulates ABF4 activity and ABF4-regulated genes. Also binds to TFs (ABF1, ABF2, and ABF3). | ([*7*](#_ENREF_7)) | Strong in pollen, almost none in other tissues. Expression is not induced by abiotic stresses | 1 |
|  | CDPK28 | IV | AT5G66210 | 2.05 | 2.32 | - | Role(s) unknown. Unlike group III CDPKs, CPK28 does not interact with ABF4 | ([*7*](#_ENREF_7)) | Strong in leaves. Not induced by ABA, but is induced in root in response to salt | 1 |
|  | Calcineurin B-like Protein 7 (CBL7) | - | AT4G26560 | 2.17 | 3.01 | - | Unknown. Related to CBL2 and CBL3 which are calcium sensors important for ABA responses. Similar to CBL2 and CBL3, CBL6 and CBL7 also contain tonoplast targeting sequences. | ([*8-10*](#_ENREF_8)) | Weak in most tissues. Expression is not strongly changed in response to abiotic stress or ABA | 1 |
|  | CBL6 | - | AT4G16350 | 0.54 | 0.51 | 0.46 |  |  | Weakly expressed in most tissues. Expression is slightly downregulated by abiotic stresses. | 1 |
|  | CBL-interacting serine/threonine-protein kinase 6 (CIPK6) | I | AT4G30960 | 1.76 | 3.18 | 2.75 | Activates the key K+ channel in ABA signaling, AKT1. Interacts with ABA signaling regulator CBL1, which regulates ROS and NADPH oxidase activity. | ([*11-13*](#_ENREF_11)) | Moderately expressed in most tissues. Expression induced by osmotic shock, salt, drought and ABA. | 1 |
|  | CIPK10 | I | AT5G58380 | 1.60 | 1.60 | - | Unknown. Interacts with CBL9, which regulates ROS homeostasis and NADPH oxidase. Closely related to CIPK15 involved in ABA signaling. | ([*13*](#_ENREF_13)*,* [*14*](#_ENREF_14)) | Strong in pollen, almost none in other tissues. Induced by osmotic shock and salt stress. | 1 |
|  | CIPK7 | I | AT3G23000 | - | 1.97 | - | Unknown. Binds CBL1, which regulates ROS homeostasis in ABA signaling and stomatal closure | ([*13*](#_ENREF_13)) | Weakly expressed in most tissues. Expression induced by cold, osmotic shock and salt. | 2 |
|  | CIPK1 | II | AT3G17510 | 2.14 | 1.79 | 0.65 | Regulator of ABA responses. Binds the ABA signaling regulator CBL1. | ([*12*](#_ENREF_12)*,* [*13*](#_ENREF_13)) | Strong in pollen, very low in other tissues. Induced in shoots, roots by osmotic shock, drought, salt. | 1 |
|  | CIPK21 | II | AT5G57630 | 0.43 | 0.46 | - | Interacts with CBL1, 2, 3 and 9, which regulate ABA signaling. Closely related to CIPK1, a regulator of ABA responses. | ([*12*](#_ENREF_12)*,* [*13*](#_ENREF_13)*,* [*15*](#_ENREF_15)) | Moderately expressed in most tissues, strongest in pollen. Induced in root and shoot by cold, osmotic shock and drought, but not ABA. | 1 |
|  | CIPK3 | II | AT2G26980 | - | 0.63 | - | Related to CIPK26, regulator of ABA responses that interacts with CBL9, which regulates ROS and NADPH oxidase activity | ([*13*](#_ENREF_13)*,* [*16*](#_ENREF_16)) | Strongly expressed in mature leaves. Expression slightly downregulated by abiotic stress and ABA. | 2 |
| ROS Homeostasis | Glutathione Peroxidase 3 (GPX3) | - | AT2G43350 | 0.63 | 0.56 | - | Negative regulator of ROS. KOs have increased ROS and stomatal closure in response to ABA | ([*17*](#_ENREF_17)) | Strongly expressed in most tissues. Expression slightly downregulated by abiotic stresses. | 1 |
| SNARE Complexes / Protein Import | Syntaxin 41 (SYP41) | 4 | AT5G26980 | - | 2.36 | - | Specific role unknown, but forms protein complex with SYP61, which is important for stomatal closure | ([*18*](#_ENREF_18)*,* [*19*](#_ENREF_19)) | Moderate in most tissues. Induced in root and shoot by osmotic shock and drought, not by ABA. | 2 |
|  | Syntaxin 124 (SYP124) | 12 | AT1G61290 | 2.04 | 1.95 | - | Unknown, but related to SYP121, which regulates stomatal closure together with SYP61 | ([*19*](#_ENREF_19)*,* [*20*](#_ENREF_20)) | Strong in pollen, almost none in other tissues. Expression induced in roots by salt stress. | 1 |

**Supplementary References**

1. D. Winter *et al.*, An "Electronic Fluorescent Pictograph" browser for exploring and analyzing large-scale biological data sets. *PLoS One* **2**, e718 (2007).

2. H. Abe *et al.*, Arabidopsis AtMYC2 (bHLH) and AtMYB2 (MYB) Function as Transcriptional Activators in Abscisic Acid Signaling. *Plant Cell* **15**, 63 (2003).

3. Y. K. Liang *et al.*, AtMYB61, an R2R3-MYB transcription factor controlling stomatal aperture in Arabidopsis thaliana. *Curr Biol* **15**, 1201 (Jul 12, 2005).

4. S. Cheng, M. R. Willmann, H. Chen, J. Sheen, Calcium Signaling through Protein Kinases. The Arabidopsis Calcium-Dependent Protein Kinase Gene Family. *Plant Physiology* **129**, 469 (2002).

5. D. Geiger *et al.*, Guard cell anion channel SLAC1 is regulated by CDPK protein kinases with distinct Ca(2+) affinities. *Proceedings of the National Academy of Sciences of the United States of America* **107**, 8023 (2010).

6. J.-J. Zou *et al.*, Arabidopsis CALCIUM-DEPENDENT PROTEIN KINASE8 and CATALASE3 Function in Abscisic Acid-Mediated Signaling and H2O2 Homeostasis in Stomatal Guard Cells under Drought Stress. *The Plant Cell*, (May 12, 2015, 2015).

7. H.-i. Choi *et al.*, Arabidopsis Calcium-Dependent Protein Kinase AtCPK32 Interacts with ABF4, a Transcriptional Regulator of Abscisic Acid-Responsive Gene Expression, and Modulates Its Activity. *Plant Physiology* **139**, 1750 (2005).

8. Ü. Kolukisaoglu, S. Weinl, D. Blazevic, O. Batistic, J. Kudla, Calcium Sensors and Their Interacting Protein Kinases: Genomics of the Arabidopsis and Rice CBL-CIPK Signaling Networks. *Plant Physiology* **134**, 43 (2004).

9. O. Batistič *et al.*, S-acylation-dependent association of the calcium sensor CBL2 with the vacuolar membrane is essential for proper abscisic acid responses. *Cell Research* **22**, 1155 (2012).

10. T. Kleist, A. Spencley, S. Luan, Comparative Phylogenomics of the CBL-CIPK Calcium-decoding Network in the Moss Physcomitrella, Arabidopsis, and Other Green Lineages. *Frontiers in Plant Science* **5**, (2014-May-14, 2014).

11. W.-Z. Lan, S.-C. Lee, Y.-F. Che, Y.-Q. Jiang, S. Luan, Mechanistic Analysis of AKT1 Regulation by the CBL–CIPK–PP2CA Interactions. *Molecular Plant* **4**, 527 (2011).

12. C. D'Angelo *et al.*, Alternative complex formation of the Ca2+-regulated protein kinase CIPK1 controls abscisic acid-dependent and independent stress responses in Arabidopsis. *The Plant Journal* **48**, 857 (2006).

13. M. M. Drerup *et al.*, The Calcineurin B-Like Calcium Sensors CBL1 and CBL9 Together with Their Interacting Protein Kinase CIPK26 Regulate the Arabidopsis NADPH Oxidase RBOHF. *Molecular Plant* **6**, 559 (2013).

14. Y. Guo *et al.*, A Calcium Sensor and Its Interacting Protein Kinase Are Global Regulators of Abscisic Acid Signaling in Arabidopsis. *Developmental Cell* **3**, 233 (2002).

15. G. K. Pandey *et al.*, CBL-interacting protein kinase, CIPK21, regulates osmotic and salt stress responses in Arabidopsis. *Plant Physiol*, (Jul 21, 2015).

16. G. K. Pandey *et al.*, Calcineurin-B-Like Protein CBL9 Interacts with Target Kinase CIPK3 in the Regulation of ABA Response in Seed Germination. *Molecular Plant* **1**, 238 (2008).

17. Y. Miao *et al.*, An Arabidopsis glutathione peroxidase functions as both a redox transducer and a scavenger in abscisic acid and drought stress responses. *The Plant Cell* **18**, 2749 (Oct, 2006).

18. J. Zhu *et al.*, OSM1/SYP61: a syntaxin protein in Arabidopsis controls abscisic acid-mediated and non-abscisic acid-mediated responses to abiotic stress. *The Plant Cell* **14**, 3009 (Dec, 2002).

19. A. A. Sanderfoot, V. Kovaleva, D. C. Bassham, N. V. Raikhel, Interactions between syntaxins identify at least five SNARE complexes within the Golgi/prevacuolar system of the Arabidopsis cell. *Mol Biol Cell* **12**, 3733 (Dec, 2001).

20. C. Eisenach, Z. H. Chen, C. Grefen, M. R. Blatt, The trafficking protein SYP121 of Arabidopsis connects programmed stomatal closure and K(+) channel activity with vegetative growth. *Plant J* **69**, 241 (Jan, 2012).

How the deposited data were processed for this re-analysis (not part of the article)

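Transcript levels were measured in leaves of wild type (the F1 hybrid of Col-0 and Ler), ost1-2, sal1-8 and ost1-2 sal1-8 after mock treatment or 20 µM ABA, on 22 Affymetrix Arabidopsis Gene 1.0 ST arrays in 8 groups, with 3 arrays per group and 2 in each ost1-2 group. The values deposited by the authors are log2 intensities of 38408 probe sets, which they background corrected, quantile normalized and summarised by median polish with oligo 1.28.0 in R 3.1.0. For their own tests the authors used limma 3.20.1 (the statistics section names R 3.1.3), kept genes by detection above background from Affymetrix Power Tools and by cross-hybridization, and checked data quality with Partek 6.6. All 22 columns were used and 0 columns belonged to other samples. Samples were assigned to genotype and treatment by their labels and the paper, and the replicate letters A to G stand for runs of consecutive sample numbers, each of a single treatment.

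The array annotation names 17481 probe sets, 16722 with a single gene and 759 with several, and does not list 20927. The rows held here of the paper's table of ABA-responsive genes in wild type, the first 1145 of its 2511, name 525 further probe sets (1072 of these rows give a single locus). No test was run on that table as a whole. The number of its rows called here was counted, and 14 genes that only it names enter the set test of 20 ABA marker genes. The 13780 named probe sets with the highest of the 8 group means were tested, as many as the paper tested, of which the dimmest had a highest group mean of 3.02 and 13143 carry a single gene. Genes named only by the paper's table were taken from the same tests over the 13780 brightest probe sets of the whole array, in which the dimmest had 6.50 and 6048 are shared with the first set. This second set was added after the data were seen. For 52 probe sets the single gene name had no locus in the gene table used.

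Tests were made with limma 3.58.1 in R 4.3.3. A single linear model with a coefficient for each of the 8 groups was fitted with empirical Bayes, contrasts gave each response to ABA, each difference between genotypes and each difference of responses, and p-values were adjusted by the Benjamini-Hochberg method within a comparison. A transcript was called at an adjusted p under 0.05 and a fold change above 1.5. Lists of genes and the rule for named genes were fixed before the data were examined: of each comparison the 12 highest and 8 lowest log2 changes among called transcripts of a single gene whose arrays do not overlap between the groups, named from the top of that rank, every gene the paper names, and the members of the lists. Values in the paper's tables and figures had been seen by then. Of the 19 lists, 2 had at least 3 tested members, the ABA marker genes (6 of 31) and the CDPKs and CRKs (5 of 42), and these were tested as sets over 12 comparisons, 24 tests adjusted together. With the 14 further ABA marker genes that only the paper's table names, the list of 20 was also tested among the brightest probe sets of the whole array, 12 tests adjusted together, which was added after the data were seen. The test was fry, which asks whether the genes of a set move on balance in the same direction, with camera at a preset correlation of 0.01 and at an estimated correlation as alternatives. Of the ABA marker calls of fry, those in wild type, sal1-8 and ost1-2 sal1-8 and that between ost1-2 mock and wild type mock held with an estimated correlation, and the other 4 did not. The level of the 6 and of the 20 marker genes per array was compared by exact permutation tests.

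The scripts were tested on simulated data of 13780 transcripts with 200 changed ones, 100 of log2 1 and 100 of log2 2. Of these, 77% and 95% were found for the response of wild type, 67% and 97% for that of ost1-2 sal1-8, and 23% and 81% for the difference between the responses of wild type and ost1-2, and the shares for the response of ost1-2 and for the difference between wild type and ost1-2 sal1-8 are given beside these comparisons. The alternatives tried were 10000 probe sets, every named probe set, a probe set per gene, no minimum fold, only the groups compared, trend and robust empirical Bayes, array weights, a further quantile normalization, centring of each array, the number run as a fixed or random block, 2 mock and 2 ABA arrays per genotype, and leaving out each array. Detection p-values are not part of the values used here, and the number of arrays limits the precision. Genes without a name among the probe sets, among them SAL1, OST1, CIPK1 and CDPK19, were not analysed here.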

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

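The counts of responses to ABA and of their differences were planned, whereas the tests of the number runs, of alleles and backgrounds, of the size of the response, of chromosomes and of other splits of the arrays were chosen after the results had been seen.

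Responses to ABA differed between genotypes by a test of the difference itself (limma), which does not separate the mutations from the ecotypes. Between wild type and ost1-2, 975 transcripts differed (191 without ost1-2 ABA G to 1347 without wild type ABA G), between wild type and ost1-2 sal1-8 19 (6 without ost1-2 sal1-8 mock C to 50 without wild type ABA G), and between ost1-2 and ost1-2 sal1-8 31 (0 without ost1-2 ABA G to 58 without ost1-2 sal1-8 mock F). Between wild type and sal1-8, 38 differed, 25 with the higher response in wild type. This count was 1 with only the groups compared and 8 with the run as a fixed block, and 25, 24, 58 and 23 without wild type mock C, mock A, ABA E and ABA D, and 10, 8 and 25 without sal1-8 mock C, mock A and ABA B. Between ost1-2 mock and wild type mock, for which the paper's text gives no count, 270 transcripts differed, 114 higher and 156 lower in ost1-2 (90 without ost1-2 mock C, 71 without ost1-2 mock A), with MT1B, a metallothionein, highest by a log2 difference of 3.74 (SE 0.27, adjusted p = 1.1e-07). MT1B lay at 2.30 in wild type mock, below the 3.02 that the dimmest probe set tested reached in its highest group, and is among 158 transcripts that lay at least log2 2 apart in ost1-2 and sal1-8 with wild type in between.

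Other splits of the same arrays were counted. For the 3 against 3 comparisons there are 10 splits, too few for a share under 0.05. The real counts and the highest of the other splits were 1660 and 27 for the response of wild type, 292 and 4 for sal1-8, 253 and 2 for ost1-2 sal1-8, 2925 and 223 for sal1-8 mock against wild type mock, 2318 and 8 for ost1-2 sal1-8 mock against wild type mock, and 3699 and 1 for ost1-2 sal1-8 against wild type after ABA. For the difference of responses between wild type and ost1-2 sal1-8, 9 of 100 splits gave 19 or more (highest other 3829), and between wild type and sal1-8, 12 of 100 gave 38 or more (highest other 6006). These splits carry differences between the genotypes into the difference of responses and so say nothing about chance. With the mean of each genotype removed from every transcript before splitting, 1 of 100 splits, the real one, gave a count as large in each comparison, with 19 against a highest other of 4 and with 38 against a highest other of 32, but real differences of response then widen the spread within the other splits, so that these say nothing about chance either. With the mean of each group removed for the other splits, and the deviations enlarged to make up for what a mean of 3 arrays takes away, 2 of 100 splits gave 19 or more (highest other 22) and 3 of 100 gave 38 or more (highest other 570). Both shares, which include the real split, lie under 0.05. Chance in the assignment of the arrays is still not excluded, since other splits exceeded each real count. The real split was also counted on the values themselves and the others on deviations. The splits with 570 and 315, several times the real count, point to a structure of the arrays that was not identified: both set mock F of wild type and sal1-8 against mock C of both, but over all arrays those of the same run did not correlate more (median -0.0034) than those of different runs (0.011).

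The mock arrays of ost1-2 lay on the ABA side of wild type mock. Over the 191 transcripts that rose and the 101 that fell after ABA in sal1-8, a set picked by the sal1-8 arrays, the medians were 0.64 and -0.36 on the log2 scale and their half-difference was 0.50 (0.60 in mock A and 0.34 in mock C; wild type mock arrays -0.057 to 0.11). A difference between number runs is argued against, since the difference within a run was 0.65 in A and 0.30 in C, and Ler alleles measured or expressed differently gene by gene are argued against, since 84.2% of the transcripts lay in the direction of their ABA response. The Ler background and the ost1-2 mutation cannot be told apart, because no Ler plant without the mutation was measured and ost1-2 sal1-8 mock, with a level of -0.19, holds the mutation together with sal1-8 and part of the Ler genome.

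Of the 975 transcripts whose response differed between wild type and ost1-2, 961 were not called between wild type and ost1-2 sal1-8. As 19 of 13780 transcripts were called there, a high share was set in advance. With separate wild type arrays for picking and sizing, the response of these transcripts in ost1-2 sal1-8 relative to wild type was 0.28 (median of 9 choices, lowest 0.24, highest 0.67, on 260 to 1764 transcripts), which argues against a response of full size in ost1-2 sal1-8. At the unadjusted p of 0.0035 that the 975 calls needed, 218 transcripts differed between wild type and ost1-2 sal1-8. Without any difference, up to 48.7 are expected on average, which is not the most that chance can give where transcripts are correlated. Differences too small for the adjusted p would give such an excess, but how far the number varies by chance was not determined. A partial response of about 0.28 may thus underlie the pattern, as a hypothesis, since the transcripts were found and sized in the same experiment.

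Between ost1-2 sal1-8 mock and sal1-8 mock, for which the paper's text gives no count, 456 transcripts differed, and they were spread unevenly over the chromosomes, with 7.07% of those tested on chromosome 4, 4.04% on 1, 4.52% on 2, 0.86% on 3 and 0.89% on 5. The ratio of chromosome 4 to 5 was 7.93 (Fisher's exact test over transcripts, p = 1.1e-32), whereas for ost1-2 mock against sal1-8 mock it was 1.05. Transcripts of an inherited block are not independent, so that this p measures no spread between plants or lines. The uneven spread over the chromosomes argues against an effect of the ost1-2 mutation on transcripts all over the genome as the main source. It is consistent with blocks inherited from Ler or Col-0: of 158 transcripts at least log2 2 apart in ost1-2 and sal1-8 and with wild type in between, 47 lay at the ost1-2 level in the double mutant (22 of 32 on chromosome 4, 0 of 36 on chromosome 5), 70 at the sal1-8 level (31 on chromosome 5) and 41 between.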

How the results depend on the processing

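The brightest probe sets of the whole array and the 20 ABA marker genes that the annotation or the paper's table names were chosen as alternatives after the data were seen, whereas the others were set beforehand. Over the settings that apply to single genes and 22 arrays left out in turn, 2473 of 2527 values of named genes kept their direction and side of the threshold, 43 lost and 4 gained a call, and 7 uncalled values changed sign, 2 of the response of CPK27 in ost1-2 sal1-8: 0.016 without its mock C and 0.078 without its ABA B (range when leaving out arrays -0.47 to 0.078), 2 of ABI1: between ost1-2 sal1-8 and wild type, 0.048 in mock plants without ost1-2 sal1-8 mock C (-0.50 to 0.048) and 0.016 after ABA without wild type ABA D (-0.37 to 0.016), and 3 of CRK2 after ABA: -0.18 with each array centred, -0.071 without wild type ABA E and -0.12 without ost1-2 sal1-8 ABA E (-0.12 to 0.16). Signal over background is not part of the values, and the number of arrays limits their precision. The cause was not tested for any of the following, except that fewer arrays were fitted where only the groups compared or 2 mock and 2 ABA arrays were used. Transcripts responding to ABA in wild type, ost1-2, sal1-8 and ost1-2 sal1-8 (1660, 5, 292 and 253) and responding differently between wild type and ost1-2, wild type and ost1-2 sal1-8, wild type and sal1-8, and ost1-2 and ost1-2 sal1-8 (975, 19, 38 and 31) are given in that order where they moved by over 1.5 times. With the brightest probe sets of the whole array they were 2688, 9, 473 and 411, and 1918, 47 and 59 (wild type and sal1-8 within 1.5 times). With only the groups compared, they were 653, 3 and 173 (not ost1-2 sal1-8), and 241, 9, 1 and 132, and ost1-2 mock against wild type mock gave 76 in place of 270. With array weights, they were 251, 914 and 577 in the mutants, 33 for wild type and ost1-2 sal1-8 and 300 for ost1-2 and ost1-2 sal1-8. Centring each array gave 8 in ost1-2 and a marker level of -1.51 between ost1-2 sal1-8 ABA and wild type ABA (-1.28 otherwise). With 2 mock and 2 ABA arrays (medians of 9 choices), sal1-8 gave 129, ost1-2 sal1-8 83, and wild type and ost1-2 sal1-8 7. Read as not called between ost1-2 sal1-8 and wild type after ABA, the restored share was 42.6%, and the size of the ost1-2 sal1-8 response was 0.45 with wild type arrays set aside for sizing. The level after ABA also holds differences between the genotypes without ABA, with 3699 of all 13780 transcripts called. Within runs, the marker level differed from wild type mock by 1.33 (A) and 0.74 (C) in ost1-2 mock, -0.82 (A), -0.89 (C) and -0.92 (F) in sal1-8 mock, and -0.24 (A), -1.10 (C) and -0.22 (F) in ost1-2 sal1-8 mock, and between ost1-2 sal1-8 and wild type after ABA by -1.19 in both D and E. Over the 20 marker genes in place of 6, the level differed between ABA and mock by 2.74 in wild type, 1.89 in sal1-8 and 1.99 in ost1-2 sal1-8, between sal1-8 mock and wild type mock by -0.43 and between ost1-2 sal1-8 and wild type after ABA by -0.98. The difference of the set's responses between wild type and sal1-8 then passed (fry, adjusted p = 0.041, but adjusted p = 0.098 with an estimated correlation), a difference that picking genes by their response in wild type favours. For the 6 ABA marker genes as a set, the adjusted p with an estimated correlation was 0.064 (wild type and ost1-2), 0.12 (ost1-2 and ost1-2 sal1-8), 0.28 (sal1-8 mock) and 0.17 (ost1-2 sal1-8 and wild type after ABA), and with the preset correlation 0.0023 (wild type and ost1-2 sal1-8) and 0.014 (wild type and sal1-8).

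Arrays of different groups share only a run: 25 pairs of arrays of the same run correlated at -0.13 to 0.27 (median -0.0034) in their deviations, 65 of different runs at a median of 0.011, and 8 of 22 arrays correlated best with their own run. With the run as a fixed replicate block, the counts were 590 (wild type and ost1-2), 8 (wild type and sal1-8) and 19 (ost1-2 and ost1-2 sal1-8). As a random block (consensus correlation 0.016) it moved no count by over 1.5 times.

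Leaving out single arrays, the counts ran from 1021 (without wild type ABA D) to 1817 (without wild type ABA G) in wild type, 1 to 46 in ost1-2, 122 to 352 in sal1-8, 108 to 333 in ost1-2 sal1-8, 191 to 1347 (wild type and ost1-2), 6 to 50 (wild type and ost1-2 sal1-8), 8 to 58 (wild type and sal1-8), 0 to 58 (ost1-2 and ost1-2 sal1-8) and 71 to 341 (ost1-2 mock against wild type mock). The response size ran from -0.20 to -0.0038 in ost1-2 and from 0.27 to 0.38 in ost1-2 sal1-8. Of the differences of CRK2 and CRK8 from wild type mock, 4 were called, 2 without wild type mock A and 5 without wild type mock F. Leaving out an array moved no other total of these comparisons by over 1.5 times. By direction, rises ran from 594 to 965 and falls from 427 to 852 in wild type, 1 to 35 and 0 to 11 in ost1-2, 88 to 247 and 30 to 130 in sal1-8, and 96 to 225 and 12 to 108 in ost1-2 sal1-8. Responses higher and lower in wild type ran from 103 to 679 and 79 to 675 (ost1-2), 4 to 26 and 2 to 24 (ost1-2 sal1-8) and 5 to 40 and 3 to 18 (sal1-8), those higher and lower in ost1-2 than in ost1-2 sal1-8 from 0 to 16 and 0 to 42, and transcripts higher and lower in ost1-2 mock than in wild type mock from 22 to 140 and 49 to 201. The 961 no longer different in ost1-2 sal1-8 ran from 181 (without ost1-2 ABA G) to 1307 (without wild type ABA G).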

Differences from the paper's values

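The counts over the brightest probe sets of the whole array were chosen after the values were seen. Counts are set beside the paper's at its stated thresholds, but over another set of 13780 probe sets, since its detection filter is not used here. Alternatives set beforehand that are not named below left the counts more than 1.5 times apart. In wild type, 778 transcripts fell after ABA, against 1242 in the paper's Supplementary file 1. With no minimum fold, or without wild type ABA G, this came within 1.5 times. The wild type total was 1660 against the paper's 2511, and trend and robust empirical Bayes, centring, no minimum fold, or leaving out wild type mock A, wild type ABA G or sal1-8 mock C brought it within. In ost1-2, 2 fell against the paper's 1, and 10000 probe sets or leaving out wild type ABA D, sal1-8 mock C or A, ost1-2 ABA G, or ost1-2 sal1-8 mock C, mock A or ABA D gave a count within 1.5 times. In sal1-8, 191 rose and 101 fell, 292 in total, against the paper's 337, 188 and 525. None of 10 or 11 settings other than leaving out arrays closed these gaps, while leaving out wild type ABA G, wild type ABA D or sal1-8 ABA B did for the rises, wild type mock F or ost1-2 sal1-8 mock F for the falls, and ost1-2 sal1-8 mock F for the total. In ost1-2 sal1-8, 58 fell against the paper's 93, and 10000 probe sets, only the groups compared, a further quantile normalization, centring, or leaving out wild type mock F, mock A, ABA G or ABA D or ost1-2 sal1-8 mock F gave a count within 1.5 times.

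Responses differed between wild type and ost1-2 for 975 transcripts (493 higher and 482 lower in wild type) against the paper's 1723 (Supplementary file 1 gives 881 and 846 by direction, which do not add up to that total), and 961 of them were no longer different in ost1-2 sal1-8 against the paper's 1705. Array weights, or leaving out wild type mock A or wild type ABA G, brought each of these within 1.5 times. The 961 are counted by the difference of responses, whereas the paper's text words its 1705 as a comparison with wild type plus ABA. By level after ABA, 415 of the 975 did not differ between ost1-2 sal1-8 and wild type. With the brightest probe sets of the whole array, chosen after seeing the values, the counts were 1452 falls and 2688 in total in wild type, 305 rises, 168 falls and 473 in total in sal1-8, 124 falls in ost1-2 sal1-8, 863, 1055 and 1918 for wild type and ost1-2, and 1880 no longer different, all within 1.5 times of the paper's, but 9 in ost1-2 and 47 for wild type and ost1-2 sal1-8 were not, and of the paper's 1145 wild type genes held here 179 were not called, 164 that were not tested in this set and 15 that were. Over the named probe sets, 562 of those 1145 were tested and 552 called.

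The paper describes ABI1 as unchanged, among PP2Cs compared between ost1-2 sal1-8, wild type and ost1-2. It rose after ABA in wild type and ost1-2 sal1-8 (2.38 and 2.34 on the log2 scale), and between these genotypes its differences of -0.19 and -0.23 did not pass the test. The paper describes CRK8 as ABA-inducible in ost1-2 sal1-8, where its response was 0.33 (adjusted p = 0.84, limma), and no alternative called it (adjusted p 0.62 to 0.97), whereas ost1-2 sal1-8 after ABA was 2.03-fold above wild type mock. The fold change of CRK8 that Supplementary file 2 lists for ost1-2 sal1-8 plus ABA lies near this last value, so that the 2 statements may rest on different comparisons.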

Other observations

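The tests over the brightest probe sets of the whole array, among them those of the 20 ABA marker genes, and the simulations of unchanged groups were chosen after the results had been seen. Of 14 guard cell genes listed beforehand, 2 were tested among the named probe sets and 4 among the brightest of the whole array, too few of the former for a test as a set, so that single genes are given. RAB18, a dehydrin, rose after ABA by 4.04 on the log2 scale in wild type (SE 0.31, adjusted p = 2.7e-07, limma, n = 3 and 3), by 2.89 in sal1-8 (SE 0.31, adjusted p = 3.6e-05) and by 1.62 in ost1-2 sal1-8 (SE 0.31, adjusted p = 0.0058; 1.34 without ost1-2 sal1-8 mock C, adjusted p = 0.052, the highest of its alternatives, from 9.4e-04), and after ABA it lay lower in ost1-2 sal1-8 than in wild type, with -2.01 (SE 0.31, adjusted p = 9.6e-05). GORK, the outward potassium channel of guard cells, rose by 1.76 in wild type (SE 0.25, adjusted p = 1.1e-04) and was lower in ost1-2 sal1-8 than in wild type after ABA, with -2.12 (SE 0.25, adjusted p = 6.1e-06). Its response differed between wild type and ost1-2 sal1-8 by 1.86 (SE 0.35, adjusted p = 0.033). That call ended without wild type mock F (1.83), wild type mock A (1.80), or ost1-2 sal1-8 mock F (1.72), mock C (1.85), ABA E (1.83) or ABA D (1.78), with only the groups compared, with trend and robust empirical Bayes and with the run as a block, its adjusted p ranging from 0.015 to 0.095. FAMA, a bHLH factor of the stomatal lineage, fell in wild type by -1.19 (SE 0.21, adjusted p = 7.5e-04) and changed by -0.18 in sal1-8 (adjusted p = 0.81) and -0.21 in ost1-2 sal1-8 (adjusted p = 0.91), but the difference of the responses of wild type and ost1-2 sal1-8 did not pass (-0.98, SE 0.29, adjusted p = 0.22). CAS, the chloroplast calcium sensor, fell in wild type by -1.25 (SE 0.20, adjusted p = 2.8e-04) and changed by -0.42 in sal1-8 (adjusted p = 0.35), and its response in wild type differed from that in ost1-2 sal1-8 by -1.14 (SE 0.28, adjusted p = 0.12). After ABA both were higher in ost1-2 sal1-8 than in wild type, FAMA by 1.01 (SE 0.21, adjusted p = 0.0012) and CAS by 1.47 (SE 0.20, adjusted p = 1.6e-05). RAB18 and GORK are named by the paper's table of genes responding to ABA in wild type, so that their rise there is not independent evidence, and were tested among the brightest probe sets of the whole array. Being picked in that way also favours smaller responses and lower levels after ABA in ost1-2 sal1-8 than in wild type.

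Mock plants started from different levels of the ABA marker genes. Of the 6 that the annotation names, 3 were higher in ost1-2 mock than in wild type mock (5 when adjusted over the list alone; fry, adjusted p = 0.0013; adjusted p = 0.048 with an estimated correlation), and 3 were lower in sal1-8 mock (4 when adjusted over the list alone; fry, adjusted p = 0.0057; adjusted p = 0.28 with an estimated correlation). The difference of the set's responses between wild type and sal1-8 did not pass the test (1 gene stronger in wild type, 2 when adjusted over the list alone; fry, adjusted p = 0.13). Of the 20 measured, 8 were higher in ost1-2 mock (15 when adjusted over the list alone; fry, adjusted p = 7.9e-05; adjusted p = 0.0055 with an estimated correlation), and 7 were lower and 1 higher in sal1-8 mock (8 and 1 when adjusted over the list alone; fry, adjusted p = 0.022; adjusted p = 0.25 with an estimated correlation). Over the 20, the difference of the set's responses between wild type and sal1-8 passed (1 gene stronger in wild type, 4 stronger and 1 weaker when adjusted over the list alone; fry, adjusted p = 0.041; adjusted p = 0.098 with an estimated correlation). The genes named only by the paper's table were picked by their response in wild type, which favours this difference. The same pick favours low values in wild type mock and thus higher levels in ost1-2 mock, where 5 of the 8 higher genes are named only in that way.

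Between sal1-8 mock and wild type mock, 2925 transcripts differed, 1572 higher and 1353 lower in sal1-8, and 3699 differed between ost1-2 sal1-8 and wild type after ABA, 2348 higher and 1351 lower in ost1-2 sal1-8. The balance depended on the scaling: with each array centred on its median, these splits were 1234 higher and 2474 lower, and 1592 higher and 2408 lower, and with a further quantile normalization 1455 higher and 1570 lower, and 1864 higher and 1888 lower.

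Of the 19 transcripts whose response differed between wild type and ost1-2 sal1-8, 14 were among the 975 that differed between wild type and ost1-2. Both comparisons use the wild type arrays. In 20 simulations all groups, wild type included, were drawn without effect, and both comparisons used the same drawn wild type values. At most 0 and 1 transcripts were called, so that the calls could not overlap there. The 975 and 19 transcripts with the lowest p shared 7 to 14 in the same direction (median 9). Independent lists of the observed lengths would share 0.67. With 3 arrays per group the wild type arrays cannot be split into parts of at least 2, so part or all of the excess can come from the shared arrays.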
